# Histone lysine dimethyl-demethylase KDM3A controls pathological cardiac hypertrophy and fibrosis

**DOI:** 10.1038/s41467-018-07173-2

**Published:** 2018-12-07

**Authors:** Qing-Jun Zhang, Tram Anh T. Tran, Ming Wang, Mark J. Ranek, Kristen M. Kokkonen-Simon, Jason Gao, Xiang Luo, Wei Tan, Viktoriia Kyrychenko, Lan Liao, Jianming Xu, Joseph A. Hill, Eric N. Olson, David A. Kass, Elisabeth D. Martinez, Zhi-Ping Liu

## Abstract

Left ventricular hypertrophy (LVH) is a major risk factor for cardiovascular morbidity and mortality. Pathological LVH engages transcriptional programs including reactivation of canonical fetal genes and those inducing fibrosis. Histone lysine demethylases (KDMs) are emerging regulators of transcriptional reprogramming in cancer, though their potential role in abnormal heart growth and fibrosis remains little understood. Here, we investigate gain and loss of function of an H3K9me2 specific demethylase, *Kdm3a*, and show it promotes LVH and fibrosis in response to pressure-overload. Cardiomyocyte KDM3A activates Timp1 transcription with pro-fibrotic activity. By contrast, a pan-KDM inhibitor, JIB-04, suppresses pressure overload-induced LVH and fibrosis. JIB-04 inhibits KDM3A and suppresses the transcription of fibrotic genes that overlap with genes downregulated in *Kdm3a*-KO mice versus WT controls. Our study provides genetic and biochemical evidence for a pro-hypertrophic function of KDM3A and proof-of principle for pharmacological targeting of KDMs as an effective strategy to counter LVH and pathological fibrosis.

## Abstract (web summary)

Histone lysine demethylases (KDMs) can mediate transcriptional reprogramming in disease states. Here the authors show that KDM3A promotes left ventricular hypertrophy and cardiac fibrosis by activating the transcription of Timp1, and that pharmacological inhibition of KDM3A attenuates cardiac remodeling induced by pressure overload.

## Introduction

Heart disease remains a major cause of morbidity and mortality worldwide^1^. Upon exposure to sustained pathological mechanical load or ischemia/reperfusion (I/R) injury, the myocardium undergoes pathological remodeling involving histopathologic, structural, functional, and electro-physiological maladaptations, often coupled with abnormal muscle growth, or ventricular hypertrophy (LVH)^2^. Clinical therapy currently focuses on blocking neurohormonal stimulation and improving hemodynamic load. However, research over the past few decades has dissected signaling pathways as well as genetic and epigenetic factors that govern the remodeling process^2–13^, unveiling novel therapeutic targets.

A hallmark of pathological cardiac remodeling is the reactivation of fetal genes repressed during postnatal development, and dysregulation of genes regulating matrix remodeling, growth, and metabolism. This transcriptional reprogramming can occur through epigenetic modifications, including histone methylation. Histone methylation is the second most conserved posttranslational modification, and controls a multitude of genomic functions, most notably gene transcription. Di- and tri-methylation of histone 3 lysine 9 (H3K9me2 and H3K9me3) are conserved modifications normally associated with transcriptional silencing and are downregulated in hypertrophic and failing hearts in mouse and humans^3,5^. Methylation is dynamically regulated by lysine methyltransferases (KMTs) and lysine demethylases (KDMs). We previously reported that KDM4A/JMJD2A, an H3K9me3 demethylase, promotes pressure overload-induced LVH associated with re-expression of fetal genes and activation of sarcomere protein four and a half limb domains protein 1 (FHL1)^3^. Recently, the H3K9me2 dimethyltransferase EHMT1/2 was found to protect mice against pressure overload-induced LVH with increased global H3K9me2 level^5^. Importantly, multiple models of LVH exhibit upregulation of H3K9 demethylases, including H3K9me2 KDMs, suggesting that maintaining H3K9 methylation may be important to counter LVH. Among the K9me2/me1 demethylases, KDM3A is highly expressed in the heart and has wide transcriptional reprogramming capacity during tissue remodeling, including spermatogenesis and metabolic re-wiring^14–18^. KDM3A is also upregulated in human heart failure patients^19^. However, its role in pathological cardiac remodeling is unknown.

An aspect that makes KDMs particularly intriguing is their association with cancer and neurological disease, which has led to development of targeted inhibitors^20^. We previously generated a series of small molecule KDM inhibitors with varying specificity toward individual KDM members and associated antitumor efficacy^21,22^. Among these, JIB-04 is a pan-inhibitor of KDMs with oral antitumor activity without overt toxicity^22^.

Here, we show that KDM3A promotes LVH, notably inducing fibrosis-related gene expression, and these effects can be suppressed by JIB-04. Using KDM3A-overexpressing *Kdm3a*-Tg and *Kdm3a* knockout (KO) mice, we demonstrate KDM3A is sufficient and necessary to promote LVH in response to pressure overload-induced by trans-aortic constriction (TAC)^16^ surgery. Gene-profiling and gene ontology (GO) analysis indicate that KDM3A particularly controls extracellular matrix biology, triggering fibrosis coupled with *Timp1*^23^, and enhanced extracellular matrix (ECM) gene expression. JIB-04 ameliorates these changes, with transcriptional changes that strongly overlap with those in *Kdm3a-*KO mice.

## Results

### KDM3A promotes cardiomyocyte hypertrophy in vitro

The discovery of KDM3A regulation arose from a series of studies exploring histone epigenetic modifiers that were specifically modulated by successful treatment of mouse models of heart disease^24–26^. We focused on pathways engaging nitric oxide, cyclic GMP, and protein kinase G to benefit overload stress-induced disease, as prior work had shown these each potently reversed pathological hypertrophy, fibrosis, and dysfunction^27^. Microarray analyses were compared with identify change shared by each therapeutic strategy revealing a decline in Kdm3a expression as a common feature (Fig. 1a). KDM3A is also upregulated in human myocardium from patients with hypertrophic heart disease (Fig. 1b), consistent with a previous observation^19^. These data suggested KDM3A may have prohypertrophic effects. To test this, KDM3A was overexpressed in neonatal rat ventricular myocytes (NRVMs) (Supplementary Fig. 1a, b). This increased myocyte size (Fig. 1c, d) and fetal gene expression (*Nppa* & *Nppb*) while reducing adult *Myh6* (Fig. 1e, Supplementary Fig. 1c), are consistent with pathological hypertrophy. Conversely, specific siRNA knockdown of Kdm3a attenuated phenylephrine (PE)-induced hypertrophy (Fig. 1f, Supplementary Fig. 1d–f), reducing *Nppa* and *Nppb* (Fig. 1g).

**Fig. 1:**
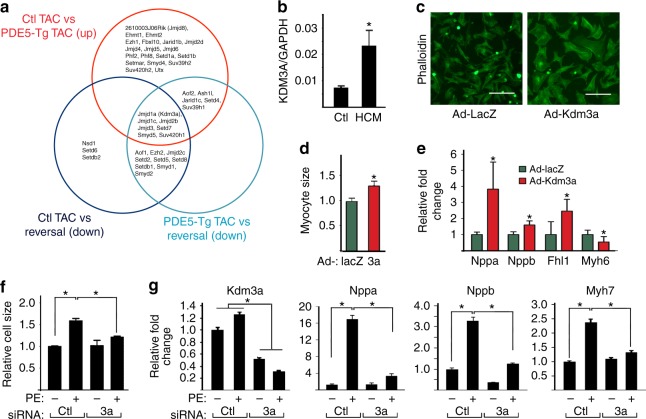
KDM3A promotes cardiomyocyte hypertrophy in vitro. **a** Venn diagram showing differentially expressed genes that are involved in histone methylation and are either up or downregulated in PDE5-Tg versus control littermates, PED5-Tg treated with sildenafil (Reversal) versus control littermates, and reversal versus PDE5-Tg mice after TAC. **b** KDM3A mRNA in human patients with hypertrophic cardiomyopathy (HCM) (*n* = 5) and normal controls. *p *<* *0.05* (*t* test). **c** Immunofluorescence micrographs of NRVMs transduced with adenoviruses expressing either LacZ or Kdm3a. Cells were stained with phalloidin. Scale bar, 100 μm. **d** Relative cell size from cells in **c**. *n* = 3 ± SEM, *p *<* *0.05* (*t* test). **e** Relative fold change of mRNA of gene associated with hypertrophic remodeling in NRVMs transduced with either Ad-LacZ or Ad-Kdm3a (*n* = 3 ± SEM). mRNAs were normalized against internal Gapdh. *p *<* *0.05* (*t* test). **f**–**g** NRVMs were transfected with control siRNA or Kdm3a specific siRNA, treated with or without PE. Cells were fixed and stained with phalloidin for measurement of cell size (**g**) or harvested for measurement of relative mRNA of Kdm3a and fetal gene markers (**g**). mRNA were normalized against internal GAPDH. *n* = 3 ± SEM, *p < 0.05 (ANOVA)

### KDM3A promotes TAC-induced hypertrophic remodeling in vivo

To test whether KDM3A promotes hypertrophic remodeling in vivo, transgenic mice with postnatal myocyte-selective KDM3A overexpression were generated (Supplementary Fig. 2a, b). Results presented are from line Tg-29. In the absence of stress, *Kdm3a*-Tg mice displayed normal cardiac morphology and function as in WT littermates (data not shown). However, after 6 weeks of TAC, *Kdm3a*-Tg mice showed an exacerbated hypertrophic response (Fig. 2a) over WT littermates with greater heart weight/body weight (HW/BW) ratio (Fig. 2b) and cardiomyocyte size (Fig. 2c). *Kdm3a*-Tg TAC mice had more severe heart failure reflected by greater lung weight (Fig. 2d), more interstitial fibrosis than in WT-TAC (Fig. 2e, Supplementary Fig. 2c), and worse cardiac function (Fig. 2f). As in isolated cells, myocardial fetal and sarcomere gene expression changes reflected worse pathological hypertrophy (Fig. 2g). Similar results were observed in the other transgenic line Tg-24 (Supplementary Fig. 2d).

**Fig. 2:**
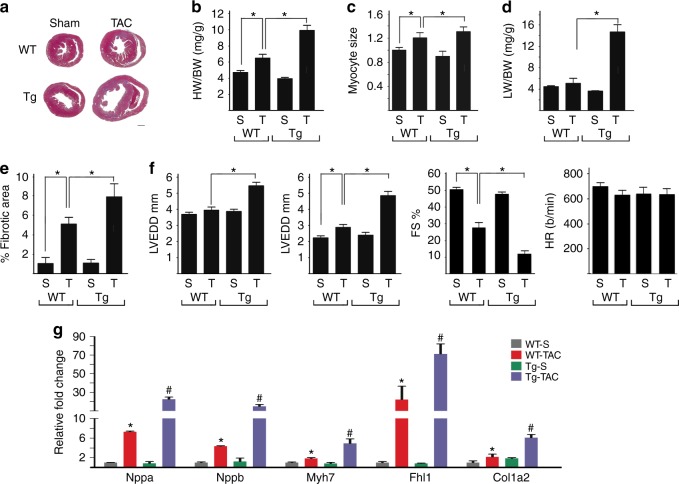
KDM3A promotes TAC-induced hypertrophic remodeling. WT and *Kdm3a*-Tg (Tg) mice were subjected to Sham (S) and TAC (T) surgery. Echocardiograph was performed on mice and hearts were harvested after 6 weeks for histological and biochemical analysis. **a** H&E staining of histologic sections of WT and *Kdm3a*-Tg mouse hearts. Scale bar, 1 mm. **b** HW/BW, **c** relative myocyte cell size, **d** LW/BW, and **e** relative fibrotic area of WT and *Kdm3a*-Tg mouse hearts. **f** Left ventricular end diastolic diameter (LVEDD), left ventricular end systolic diameter (LVESD), percent of fractional shortening (FS%), and heart rate (HR, beat/min). **g** Relative mRNA of canonical fetal gene markers (Nppa, Nppb, and Myh7), Fhl1, and Col1a2. *n* = 6-10 ± SEM. ^*, #^*p* *<* 0.05 (ANOVA). *WT TAC vs. WT Sham. ^#^, Tg-TAC vs. WT-TAC

### *Kdm3a*-deletion protects mice against TAC-induced LVH

Global *Kdm3a*^*-/-*^ (KO) mice generated on a mixed FVB/C57/Bl6J background and littermate controls were subjected to TAC. KO mice are viable with no overt spontaneous cardiac phenotype^28^. Six weeks after TAC, KO hearts were significantly smaller than controls (Fig. 3a), with a lower HW/BW ratio (Fig. 3b), smaller cardiomyocytes (Fig. 3c), less fibrosis (Fig. 3d, Supplementary Fig. 3a), improved cardiac function (Fig. 3e–g), and reduced expression of *Nppa*, *Nppb*, and *Myh7* (Fig. 3h). A separate line of *Kdm3a* KO in C57/Bl6J was generated. These mice had more attenuated hypertrophy in response to TAC (Supplementary Fig. 3b), indicating genetic modifiers of KDM3A-regulated hypertrophic remodeling.

**Fig. 3:**
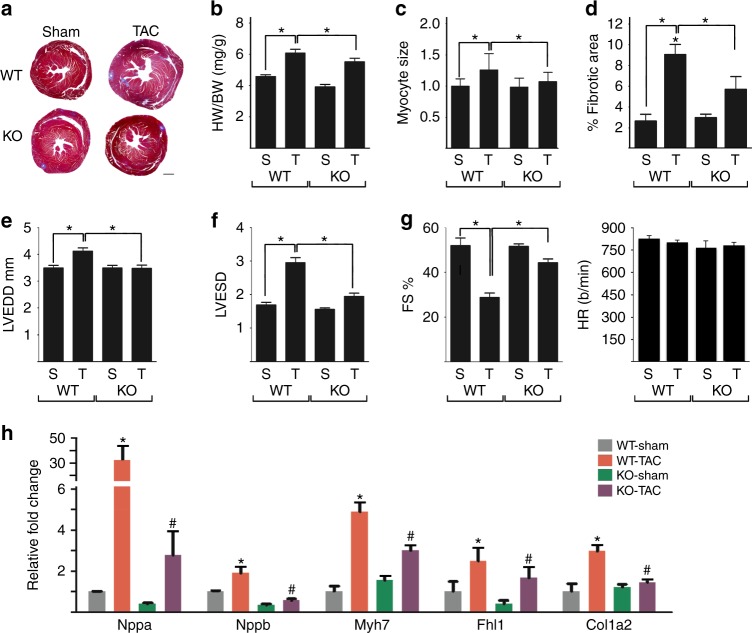
*Kdm3a*-deficiency protects mice again TAC-induced hypertrophic remodeling. WT and *Kdm3a* KO (KO) mice were subjected to Sham and TAC surgery. Hearts were echoed and harvested 6 weeks post-surgery for histological and biochemical analysis. **a** H&E staining of histologic sections of WT and KO mouse hearts. Scale bar, 1 mm. **b** HW/BW, **c** relative myocyte size, and **d** percent of fibrotic area of WT and KO mouse hearts. **e** LVEDD, **f** LVESD, **g** percent FS and heart rate of WT and KO mouse hearts. **h** Relative mRNA of canonical fetal gene markers (Nppa, Nppb, and Myh7), Fhl1, and Col1a2. mRNA transcripts were measured by qRT-PCR, normalized against internal Gapdh, and expressed relative to Sham WT mice. *n* = 6-10 ± SEM. *^, #^*p* < 0.05 (ANOVA). *, WT TAC vs. WT Sham. ^#^, Tg-TAC vs. WT-TAC

### KDM3A promotes pro-fibrotic gene expression and activates *Timp1*

We performed gene-profiling with *Kdm3a* KO and WT littermate hearts at week 6 post Sham or TAC. There are 537 and 300 genes that were downregulated ( > twofold) and upregulated ( > twofold), respectively, in KO versus WT. Prominent changes were in genes involved in extracellular matrix (ECM) remodeling, with *Timp1* being the most downregulated (Fig. 4a). These same genes are more upregulated in *Kdm3a*-Tg over WT TAC (Fig. 4b). Gene ontology (GO) analysis indicated the most differentially downregulated genes in KO TAC involved ECM biology and fibrosis (Fig. 4c) while those upregulated involved energy metabolism (Supplementary Fig. 4a). This is very similar to gene-modulated changes observed from PKG activation by sildenafil (PDE5 inhibitor) in the same TAC model^25^. Differential gene expression was confirmed by qRT-PCR in independent samples (Fig. 4d, e). In addition to pro-fibrotic genes that were upregulated in TAC *Kdm3a*-Tg heart versus WT (Supplementary Fig. 4b), we found that Adam9 and Adam19 that encode ECM-degrading proteins were also upregulated in TAC *Kdm3a*-Tg vs WT (Supplementary Fig. 4c). Consistent with upregulation of a fibrotic gene program in *Kdm3a*-Tg TAC mouse hearts, we also detected upregulation of the Tgfβ1 and Tgfβ1-activated signaling pathway by western blot analysis (Supplementary Fig. 4d).

**Fig. 4:**
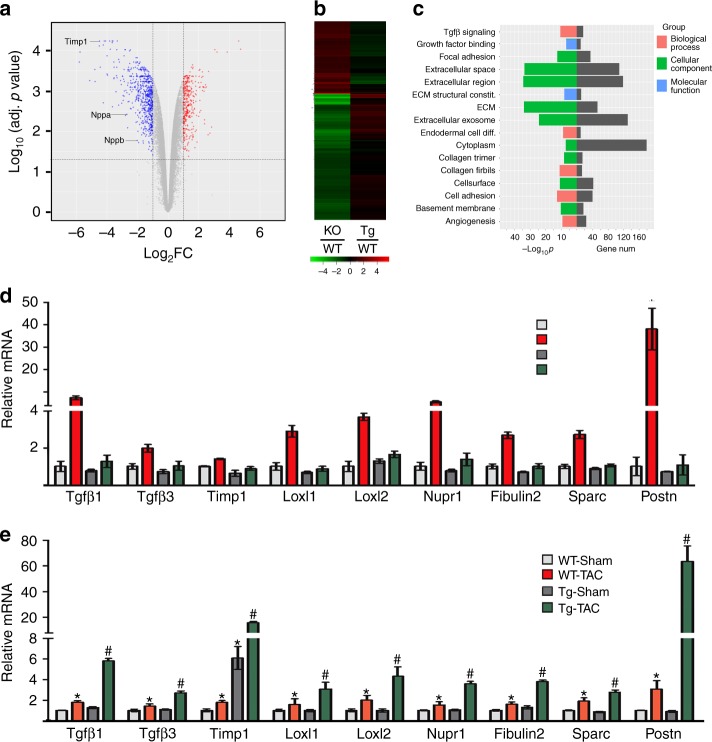
KDM3A promotes transcription of a pro-fibrotic gene program. **a** Volcano plot of differentially expressed genes in *Kdm3a* KO mouse hearts compared to those in WT mouse hearts at 6 weeks post-TAC surgeries. Timp1 is among the most downregulated genes in KO hearts. **b** Heatmaps of differentially expressed genes in KO vs WT and *Kdm3a*-Tg vs WT mouse hearts at 6 weeks post-TAC surgery, showing differentially expressed genes are inversely regulated in KO vs Tg hearts. **c** GO analysis of differentially downregulated genes in KO vs WT TAC mouse hearts. Relative mRNA of genes involved in fibrosis in *Kdm3a*^*-/-*^ (**d**) and *Kdm3a*-Tg (**e**) mouse hearts 6 weeks post-Sham and TAC surgery. mRNA transcripts were measured by qRT-PCR, normalized against internal Gapdh, and expressed relative to Sham WT mice. *n* = 5 ± SEM. *^, #^*p* *<* *0.05* (ANOVA). *, WT TAC vs. WT Sham. ^#^, Tg-TAC vs. WT-TAC

To identify potential direct targets of KDM3A, we isolated adult cardiomyocytes from WT and *Kdm3a*-Tg sham and TAC hearts, and performed microarray experiments. Since KDM3A in *Kdm3a*-Tg mouse hearts is only overexpressed in cardiomyocytes, we reasoned that genes altered in cardiomyocytes of *Kdm3a*-Tg hearts would most likely be direct transcriptional targets. Most differentially expressed ECM genes in *Kdm3a*-Tg hearts proved to be from non-cardiomyocytes (Supplementary Fig. 5a). However, we did find *Timp1* among those upregulated in cardiomyocytes and confirmed its expression as well as other fetal genes using qRT-PCR (Fig. 5a–e). *Timp1* showed a non-significant trend of upregulation in cardiomyocytes of *Kdm3a*-Tg at baseline, and rose significantly more after TAC than in WT cells (Fig. 5d). *Timp1* in non-cardiomyocyte fractions of *Kdm3a*-Tg hearts remained similar to WT hearts, under both sham and TAC conditions (Fig. 5d). Upregulation of TIMP1 at the protein level in *Kdm3a*-Tg mouse hearts (Supplementary Fig. 5b) and in cardiomyocytes (Supplementary Fig. 5c) after TAC was confirmed by western blot analysis. KDM3A-ChIP qPCR in isolated cardiomyocytes indicated that KDM3A can bind to the *Timp1* promoter specifically in response to TAC and binding of KDM3A is associated with downregulation of H3K9me2 (Fig. 5f). Similar results were also observed in the whole heart (Supplementary Fig. 5d). KDM3A is also able to activate a *Timp1*-promoter-driven luciferase reporter (Fig. 5g). We further confirmed that KDM3A is sufficient to activate endogenous *Timp1* transcription in NRVMs (Supplementary Fig. 1c). Taken together, these data suggest that *Timp1* is a direct transcriptional target of KDM3A in the heart.

**Fig. 5:**
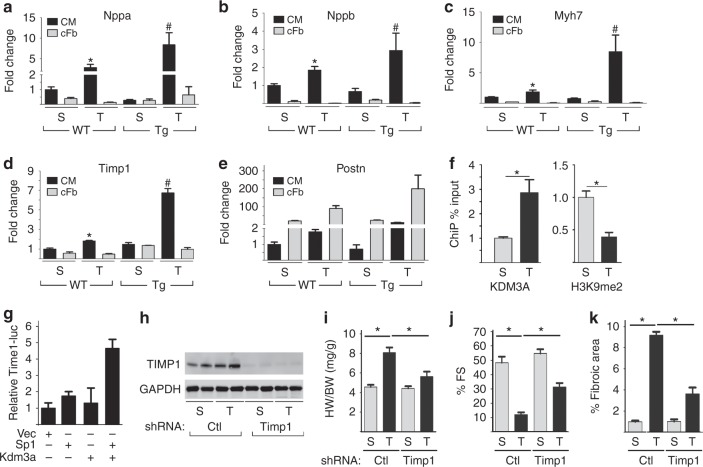
KDM3A activates the transcription of Timp1 in cardiomyocytes. Cardiomyocytes (CM) and cardiac fibroblasts (cFb) were isolated from WT and Kdm3a-Tg mouse hearts at week 6 post-Sham and TAC surgery. **a**–**e** Transcripts of fetal genes and fibrosis-related ECM genes were measured by qRT-PCR, normalized against internal Gapdh, and expressed relative to WT Sham CM. n = 3 ± SEM, *^, #^*p* *<* 0.05 by student *t* test. *, WT TAC vs WT Sham. ^#^, Tg-TAC vs WT-TAC. **f** Cardiomyocytes from *Kdm3a*-Tg mouse hearts at week 6 post-Sham and TAC surgery were isolated and used for ChIP assay with antibodies against KDM3A (left panel) or H3K9me2 (right panel). The relative occupancies of KDM3A and H3K9me2 at Timp1 promoter were normalized against Input and expressed relative to Sham control. n = 3 ± SEM, *p *<* *0.05* (*t* test). **g** Timp1-Luciferase reporter was transfected in combination with plasmids as indicate into 293 T cells. Cells were harvested 48 h after transfection. Luciferase activities were normalized against co-transfected β-galactosidase, expressed relative to vector-transfected cells. *n* = 3 ± SEM. (h-k) *Kdm3a-*Tg mice were transduced with adenovirus AAV9 expressing control or Timp1 shRNA and subjected to Sham or TAC surgery. Hearts were echoed and harvested 5 weeks post-surgery. **h** WB of TIMP1 and GAPDH, **i** HW/BW, **j** %FS, and **k** percent of fibrotic area of Sham (S), TAC (T) Kdm3a-Tg mice transduced with control or Timp1 shRNA. *n* = 7 ± SEM, *p *<* 0.05 (ANOVA)

Timp1 is a secreted ECM protein that has both MMP-dependent^29,30^ and independent functions^23^. Timp1 has been shown to promote association of CD63 and integrin β1 on cardiac fibroblasts, promoting fibrotic gene expression^23^. We speculated that Timp1 from cardiomyocytes may mediate the prohypertrophic and pro-fibrotic function of KDM3A. To test this hypothesis, we knocked down Timp1 in cardiomyocytes using AAV9 adenovirus expressing Timp1 specific shRNA (Fig. 5h, Supplementary Fig. 5e) since AAV9 preferentially transduces cardiomyocytes^31^. Timp1 knockdown in cardiomyocytes of *Kdma3a*-Tg mice attenuated the TAC-induced hypertrophic remodeling and fibrosis (Fig. 5i–k, Supplementary Fig. 5f), suggesting Timp1 indeed mediates the prohypertrophic/fibrotic function of KDM3A in cardiomyocytes.

### JIB-04 blocks TAC-induced LVH and fibrosis

We have identified small molecule inhibitors of KDMs including JIB-04 that showed oral activity in tumor suppression^21,22^ and blocked KDM3A in vitro. JIB-04 inhibited PE-induced NRVM hypertrophy (Supplementary Fig. 6a), and suppressed KDM3A-promoted hypertrophy of NRVMs in vitro (Supplementary Fig. 6b). To test if JIB-04 targets KDM3A in TAC-induced pathological hypertrophic remodeling in vivo, we treated sham and TAC WT and *Kdm3a*-Tg mice with JIB-04 or vehicle (administered by gavage) (Fig. 6a) at a dose with no overt toxicity^22^. Administration of JIB-04 preserved cardiac function (Fig. 6b) and suppressed hallmarks of pathological hypertrophic remodeling in both WT and *Kdm3a*-Tg hearts, including attenuated HW/BW (Fig. 6c) and reductions in cardiomyocyte size (Fig. 6d), fibrosis (Fig. 6e), and canonical fetal gene expression (Fig. 6f). JIB-04 also attenuated upregulation of TAC-induced Timp1 expression at RNA (Fig. 6f) and protein levels (Fig. 6g). We further tested if JIB-04 could prevent or reverse the progression of an already established disease by administering JIB-04 to *Kdm3a*-Tg mice 21 days after TAC surgery (Fig. 6a) when the cardiac dysfunction became evident (Fig. 6h). JIB-04 halted the disease progression with attenuated hypertrophic remodeling and fibrosis compared to vehicle treatment (Fig. 6h–k, Supplementary Fig. 6c).

**Fig. 6:**
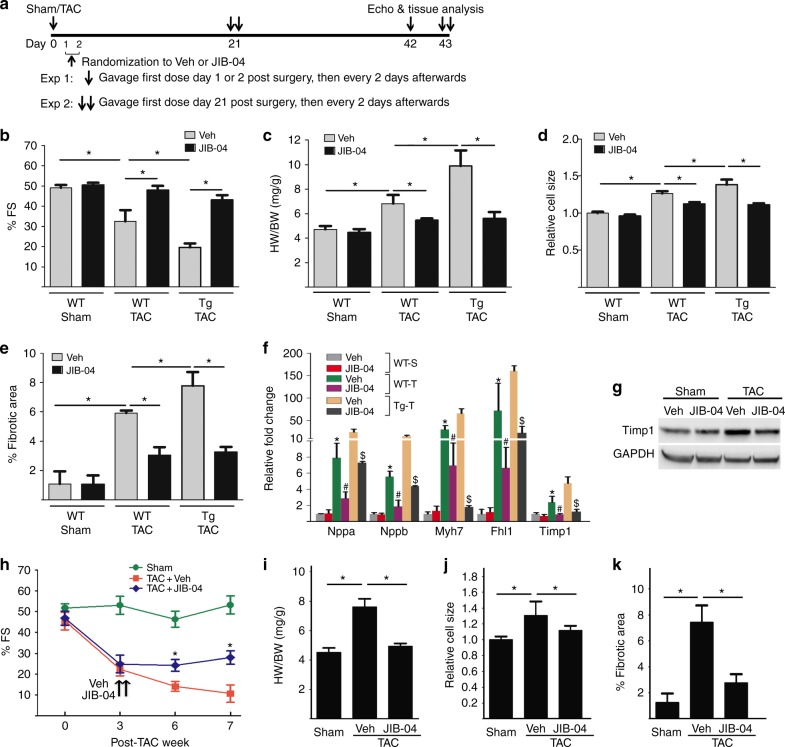
JIB-04 blocks TAC-induced hypertrophic remodeling and fibrosis. **a** Experimental protocol of JIB-04 and control vehicle (Veh) treatment of WT and *Kdm3a*-Tg mice. JIB-04/Veh were given to mice at either day 1 or 2 (exp 1) or 21 (exp 2) post-TAC. **b** %FS, **c** HW/BW ratio, **d** relative cell size, **e** percentage of fibrotic area, and **f** relative fold change of fetal genes and Timp1 of WT sham, WT TAC and *Kdm3a*-Tg TAC mouse heart at the end of experiment 1. *n* = 5-6 ± SEM, *, ^#^, ^$^, p < 0.05 (ANOVA). *, WT TAC vs WT Sham. ^#^, JIB-04 WT TAC vs Veh WT-TAC. ^$^, JIB-04 Tg TAC vs Veh TG TAC. **g** Western blot of TIMP1 in vehicle or JIB-04 treated WT mouse hearts at post-sham/TAC week 6 in experiment 1. **h** %FS over treatment period, **i** HW/BW, **j** relative cell size, and **k** % fibrotic area at end of experiment 2 of Sham and TAC *Kdm3a*-Tg mouse hearts treated with vehicle or JIB-04. *n* = 5 ± SEM, *p *<* 0.05 (ANOVA)

We compared the efficacy of JIB-04 in blocking TAC-induced LVH with that of lysyl oxidase (Lox) inhibitor β-aminopropionitrile (BAPN). Lox catalyzes collagen cross-linking. Inhibition of Lox with BAPN attenuates volume overload-induced pathological ECM remodeling in rat hearts^32,33^ and in angiotensin II-induced vascular stiffness in mice^34^. Administration of BAPN post-TAC surgery suppressed LVH and fibrosis of *Kdm3a*-Tg mice to the WT TAC level, including cardiac function and gravimetric measurements (Supplementary Fig. 6d–g). However, unlike JIB-04, BAPN did not further reduce the adverse remodeling beyond the WT TAC level. These results suggest that JIB-04 is a more effective agent; not only in ameliorating KDM3A-activated fibrosis but also for TAC-induced cardiac hypertrophy.

### JIB-04 protects mice against ischemia/reperfusion (I/R) injury

Myocardial fibrosis in TAC-induced hypertrophic remodeling is often considered as a reactive fibrosis. To test whether JIB-04 can repress reparative fibrosis that is mediated by inflammatory influx and activated myofibroblasts, the I/R injury model was chosen to limit the extent of injury to mainly fibrosis. I/R injured WT mice were treated with either vehicle or JIB-04 following a similar protocol as described in Fig. 6a. I/R injury reduced cardiac function and increased fibrosis, both partially blocked by JIB-04 treatment as compared with vehicle treatment (Fig. 7a, b). JIB-04 treatment did not significantly alter HW/BW (Fig. 7c). Immunofluorescence staining of methylated histone lysine showed upregulation of H3K9me2 and H3K9me3 in JIB-04-treated mouse hearts compared with vehicle-treated controls (Fig. 7d, e), suggesting JIB-04 may target similar KDMs in a mouse I/R injury model as in TAC. Changes of H3K9me3/me2 were seen in both cardiomyocytes (arrow head) and non-cardiomyocytes (arrow, likely fibroblasts). JIB-04 did not change levels of H3K4me3 or H3K27me3.

**Fig. 7:**
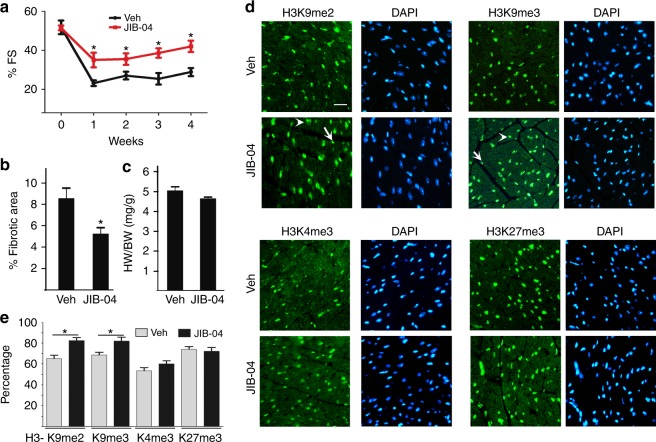
JIB-04 protects mice against I/R injury. WT mice were subjected to I/R surgery and given vehicle (Veh) or JIB-04 as shown in Fig. 6a. Echocardiographs were performed weekly for 4 weeks to measure the fractional shortening (**a**). **b** Percent fibrotic area and **c** HW/BW ratio of mice treated with Veh or JIB-04 at 4 weeks post-I/R surgery. **d** Immunofluorescences of H3K9me2, H3K9me3, H3K4me3, and H3K27me3 of hearts treated with Veh or JIB-04 at week 4 post-I/R surgery. H3K9me2/3 in both cardiomyocyte (arrow head) and non-cardiomyocytes (arrow) were affected by JIB-04 treatment. Scale bar, 20 μm. **e** Quantification of percent of cells in **d** stained with methylated histones as indicated. Staining of methylated histones was normalized against Dapi stained cells. *p *<* 0.05, *n* = 5 ± SEM (ANOVA)

### JIB-04 targets H3K9me2 and genes involved in myocardial fibrosis

To identify the potential targets of JIB-04 in the heart, we measured the levels of methylated histone lysines by western blot in WT sham and TAC mice with or without JIB-04 treatment. JIB-04 treatment of TAC mouse hearts resulted in upregulation of H3K9me2 with little change in H3K4me3 and H3K27me3 (Fig. 8a). Change of global H3K9me3 was also seen at a later post-TAC time point. JIB-04 treatment of NRVMs (Fig. 8b) and human induced pluripotent stem cell derived cardiomyocytes (hiPSC-CM) (Fig. 8c) also resulted in upregulation of H3K9me2 and H3K9me3. These results suggested that JIB-04 targets mainly the H3K9me2 and H3K9me3 demethylases in the heart.

**Fig. 8:**
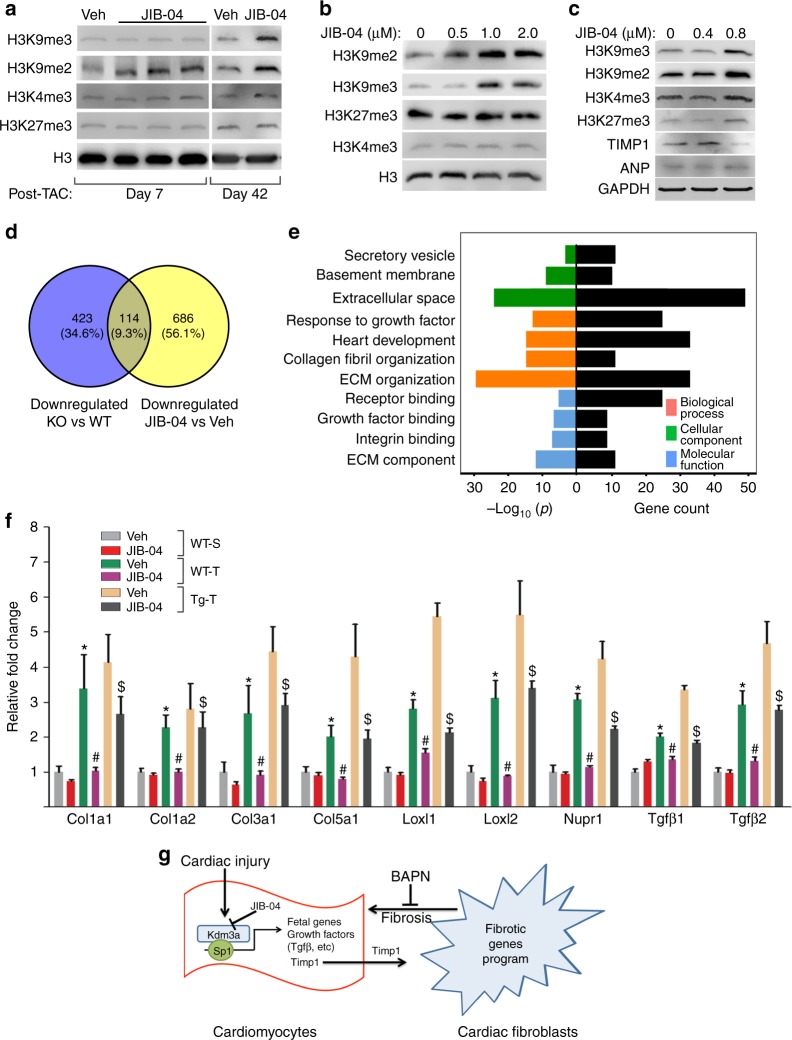
JIB-04 targets H3K9me2 demethylase and fibrotic gene program. **a** Western blots of indicated proteins in lysates from WT mouse hearts treated with vehicle (Veh) or JIB-04 harvested at day 7 and day 42 post-TAC surgeries. **b**, **c** Western blots of indicated proteins from lysates of NRVMs (**b**) and human iPSC-CM (**c**) treated with various concentration of JIB-04. **d** Venn diagram showing overlapping of downregulated gene sets between KO vs WT and JIB-04 vs Veh treated mice. **e** GO analysis of 114 overlapping genes in **d**, showing significant enrichment of gene set in ECM and growth factor/integrin signaling. **f** qRT-PCR of representative genes in **d**. *n* = 3 ± SEM, *, ^#^, ^$^, p < 0.05 (ANOVA). *, WT TAC vs WT Sham. ^#^, JIB-04 WT TAC vs Veh WT TAC. ^$^, JIB-04 Tg TAC vs Veh TG TAC. **g** Schematics showing potential mechanism of action for KDM3A and inhibitor JIB-04

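The RNA-seq data consist of 4 libraries of polyA RNA from mouse left ventricle. They comprise 1 library each from vehicle-treated sham, JIB-04-treated sham, vehicle-treated TAC and JIB-04-treated TAC mice. TAC, transverse aortic constriction, narrows the aorta and places a pressure load on the left ventricle. JIB-04, a small molecule KDM inhibitor, was given by gavage at 50 mg/kg, and hearts were taken 6 weeks after surgery. The sources used here do not give the number of mice behind a library. The authors deposited for each library, per transcript, a count of reads, a count of the reads that match no other transcript, and an RPKM value. The transcripts number 104980 under 32555 gene names, with coordinates on mm10. Total transcript reads were 30771062 in the sham vehicle library, 33868084 in the sham JIB-04 library, 31440041 in the TAC vehicle library and 31124456 in the TAC JIB-04 library. Of these reads, 56.7%, 56.4%, 53.4% and 55.7%, in the same order, match no other transcript. Genes encoded by mitochondrial DNA, which specify subunits of the respiratory chain, took 33.1% of the reads in the sham vehicle library, 32.5% in the sham JIB-04 library, 27.4% in the TAC vehicle library and 31.3% in the TAC JIB-04 library. Reads were summed over the transcripts of a gene and divided by the library's total after scaling with TMM factors, which gave counts scaled to a common total (CPM). The 12369 genes with a mean of at least 1 CPM over the 4 libraries were compared by their ratio of CPM, at the 2-fold threshold. The interval given beside a ratio is the 95% counting interval of a ratio of 2 Poisson counts (exact, Clopper-Pearson), which covers counting error only. With 1 library per condition, no difference between conditions has a replicate check, and no test between conditions was made.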

We performed RNA-seq of vehicle and JIB-04-treated sham and TAC WT mice to identify potential transcriptional targets of JIB-04. 

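In the sham hearts, 35 genes were at least 2-fold higher in the JIB-04 library than in the vehicle library, and 29 were at least 2-fold lower. Among genes with a mean of at least 5 CPM, the highest ratio was that of Cbx6, which encodes a chromobox protein of Polycomb complexes, at 4.53-fold (3.53 to 5.89) with 378 reads against 75. Cbx6 lies on chromosome 15 of mm10 from 79823896 to 79834688 and shares exons with Npcd, so that the count of both is uncertain. Irs2, an adaptor of the insulin receptor on chromosome 8 from 10984681 to 11008458, was 3.52-fold higher (3.11 to 3.98). The orphan nuclear receptor genes Nr4a3 and Nr4a1, which respond early to many stimuli, were 3.43-fold (2.86 to 4.13) and 2.73-fold (2.53 to 2.94) higher. The transcription factor gene Atf3 was 3.19-fold higher (2.51 to 4.09) and Fosl2, of the AP-1 family, 2.25-fold higher (2.05 to 2.48). Sik1, a salt-inducible kinase gene, was 2.21-fold higher, and Ddit4, whose product restrains mTORC1 under stress, was 2.05-fold higher. The lowest ratio was that of Slc15a2, an oligopeptide transporter gene on chromosome 16 from 36750178 to 36784962, which was 3.50-fold lower (2.81 to 4.39) with 107 reads against 337. Angptl4, which encodes an inhibitor of lipoprotein lipase, was 2.53-fold lower (2.08 to 3.08). Pdk4, whose product inhibits pyruvate dehydrogenase, was 2.15-fold lower (2.09 to 2.21), at 272 CPM against 584 CPM. Scd4, a stearoyl-CoA desaturase gene, was 2.07-fold lower (1.77 to 2.44). These 12 were the genes of that expression level past the 2-fold threshold, apart from predicted genes.
Kdm3a had a ratio of 1.08 (0.975 to 1.19), which does not separate the libraries at this depth. Of 21 histone lysine demethylase genes, fixed as a list, none was 2-fold different, and their median log2 ratio was 0.04. Of 7 measured H3K9 methyltransferase genes, Suv39h1 was 2.47-fold lower (1.60 to 3.87, 32 reads against 71) and the others lay between a log2 ratio of −0.09 and 0.19. The counting interval excluded a ratio of 1 for 61 of the 64 genes, while unchanged genes drawn with counting error alone gave 7 on average (2 to 13 in 20 draws). The total was 961 with no filter on low values, where counting error alone gave 740.4 on average. It was 13 at a mean of at least 5 CPM and 32 with a pseudocount. Reads that match no other transcript gave 136, and single transcripts 2249.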

JIB-04 treatment of sham WT mice resulted in 800 differentially expressed genes ( < or > twofold) in the heart compared with vehicle-treated sham mice. GO analysis did not show any significantly enriched biological processes. 

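Immediate early genes, which are transcribed within minutes of a stimulus, were as a list higher in the sham JIB-04 library than in the sham vehicle library. The median log2 ratio of 24 measured members was 0.31, above all of 10000 random gene lists matched on expression, and 5 of them, Nr4a1, Nr4a2, Nr4a3, Atf3 and Egr3, were at least 2-fold higher. The list was mixed, since Egr1 had a log2 ratio of −0.75 [−0.92, −0.58] and Egr3, at 20 reads against 7, one of 1.36 [0.06, 2.85]. Heat shock genes, which encode protein chaperones, had a median of 0.23 over 15 members, also above all random lists, with Hspa1a at 2.19 [1.54, 2.91], Hspa1b at 1.75 and Dnaja1 at 0.79. Hspa1a and Hspa1b are near-identical copies, so how reads divide between them is uncertain, and Dnaja1 shares exons with Smu1. Collagen genes of the fixed list were lower, with a median of −0.31, below all random lists, and 17 of 18 members below 0, though none was 2-fold lower, and the median was −0.49 from reads that match no other transcript. Col3a1 had a log2 ratio of −0.72 [−0.79, −0.66], Col5a3 of −0.57 and Col15a1 of −0.51.
Interferon response genes had a median of 0.21 with 22 of 24 members above 0, among them Ifi44 at 0.82 and Oas2 at 0.68, and none 2-fold higher. Metallothionein and NRF2 target genes, which act against oxidative and metal stress, had a median of 0.14 with 16 of 18 members above 0, led by Gsta3 at 0.66. Genes of TGF-β signaling had a median of 0.12, above 99.98% of random lists, with Skil at 0.42 and Smad7, both of which restrain the pathway, at 0.35. Of 34 fatty acid oxidation genes 27 lay below 0, with a median of −0.04, and 2 were 2-fold lower, Angptl4 and Pdk4. Markers of macrophages had a median of 0.12, above 99.93% of random lists, and markers of erythroid cells one of −0.24, below all random lists, with Hba-a2 at −0.40. The medians of cardiomyocyte, fibroblast, endothelial and smooth muscle markers were −0.02, 0.00, 0.03 and 0.03. Matrix glycoproteins (−0.02), matrix enzymes (0.01), integrins and growth factors (0.00), fetal genes (−0.03), oxidative phosphorylation (−0.01), glycolysis (−0.03), hypoxia targets (−0.03) and cytokines (−0.01) were lists whose median lay within 0.03 of 0. The percentiles describe these 2 libraries and are not tests of the treatment.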

JIB-04 treatment of TAC mice resulted in 800 downregulated ( < twofold) and 574 upregulated genes ( > twofold) compared with vehicle-treated TAC mice. 

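In the TAC hearts, 290 genes were at least 2-fold lower in the JIB-04 library than in the vehicle library, and 173 were at least 2-fold higher. The lowest ratio among genes with a mean of at least 5 CPM was that of Nmrk2, which encodes a nicotinamide riboside kinase of NAD synthesis and lies on chromosome 10 of mm10 from 81198170 to 81202051. It was 17.4-fold lower (12.8 to 24.3) with 43 reads against 829, and it shares exons with Atcayos, which leaves its count uncertain. Gdf15, which encodes a cytokine of the stress response, was 12.6-fold lower (9.58 to 16.8). Dio2, whose product activates thyroid hormone, was 11.4-fold lower (8.70 to 15.3) and Fgl2, a fibrinogen-like protein gene, 7.76-fold lower (6.46 to 9.38). Acot1, which encodes an acyl-CoA thioesterase and lies on chromosome 12 from 84009502 to 84017670, had the highest ratio, 7.65-fold (5.64 to 10.6) with 332 reads against 48. Cbx6 was 5.76-fold higher (4.44 to 7.56) and the carboxylesterase gene Ces1d 4.36-fold higher (4.05 to 4.70). The ratios of Emilin2, Pfkfb1, Klhl33, Col6a6, the chloride channel gene Clcn1 and the potassium channel gene Kcnv2 lay between 3.77 and 4.27, and Pfkfb1 shares exons with Apex2.
All 34 fatty acid oxidation genes lay above 0, with a median log2 ratio of 0.48 and 4 2-fold higher, among them Acot1, Ucp3 at 1.35 and Acaa2 at 1.08. All 50 nuclear genes of oxidative phosphorylation lay above 0, with a median of 0.37 (0.24 with scaling by total reads), as did all 13 mitochondrially encoded genes, with a median of 0.33 (0.20 with scaling by total reads). Random lists matched on expression themselves had a median of 0.12 for the former and 0.14 for the latter. The mitochondrially encoded list lay above 96.8% of its random lists. Genes of calcium handling and ion channels had a median of 0.45, and Kcnj3 was the member 2-fold higher. Interferon response genes had a median of 0.18, above 99.77% of random lists, with 21 of 24 members above 0. With scaling by total reads that median was 0.049. Immediate early genes had a median of −0.65, with 8 of 24 2-fold lower, among them Egr2 at −3.55, Fos at −1.90 and Junb at −1.42. Heat shock genes (−0.33), cytokines and chemokines (−0.52), cell cycle genes (−0.37) and cytoskeletal genes (−0.45) also had medians below 0, and that of cell cycle genes was −0.084 at a minimum of 5 CPM and −0.76 with no filter. Ccl2, a chemokine that attracts monocytes, had a log2 ratio of −2.91 [−3.86, −2.07] and Ptgs2, the inducible cyclooxygenase gene, one of −2.51 [−3.21, −1.87]. Markers of activated fibroblasts had a median of −2.35, with 14 of 17 2-fold lower, and those of fibroblasts one of −0.62. Smooth muscle markers stood at 0.24, cardiomyocyte markers at 0.26, macrophage markers at −0.07 and endothelial markers at 0.03, and with scaling by total reads they stood at 0.11, 0.13, −0.21 and −0.10 in that order. Random lists matched to the cardiomyocyte markers had a median of 0.14, and those markers lay above 90.3% of them.
Many of these genes also differed between the TAC and the sham hearts under vehicle, where 421 were 2-fold higher in TAC and 312 2-fold lower. These counts were 619 and 204 with scaling by total reads and 628 and 206 from the authors' RPKM. Of the 290 genes lower with JIB-04, 240 were among the 421, against 9.87 for independent lists and 0 in simulated unchanged libraries, and of the 173 higher genes 142 were among the 312, against 4.36 and 0.10. Both comparisons use the TAC vehicle library, which the independent lists leave out of account, and the simulation holds counting error alone, without differences between hearts, so part or all of the excess over either value can come from that library. The log2 ratios of TAC over sham under JIB-04 and under vehicle, which share no library, had a slope of 0.23 across genes (bootstrap interval over genes 0.21 to 0.24), and of 0.108 with no filter on low values. Error in the vehicle ratios pulls such a slope toward 0, so it does not measure the share of the TAC response left under JIB-04. The lower genes made up 62.6% of the 2-fold genes, and 76.8% with scaling by total reads or 75.5% from the authors' RPKM, settings that place the median of all genes at −0.12 and −0.13. They made up 54.3% from reads that match no other transcript and 48.0% among single transcripts. With no filter on low values, 1008 genes were lower and 674 higher, where counting error alone gave 717.7 on average in both directions together.

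**Figure D1:**
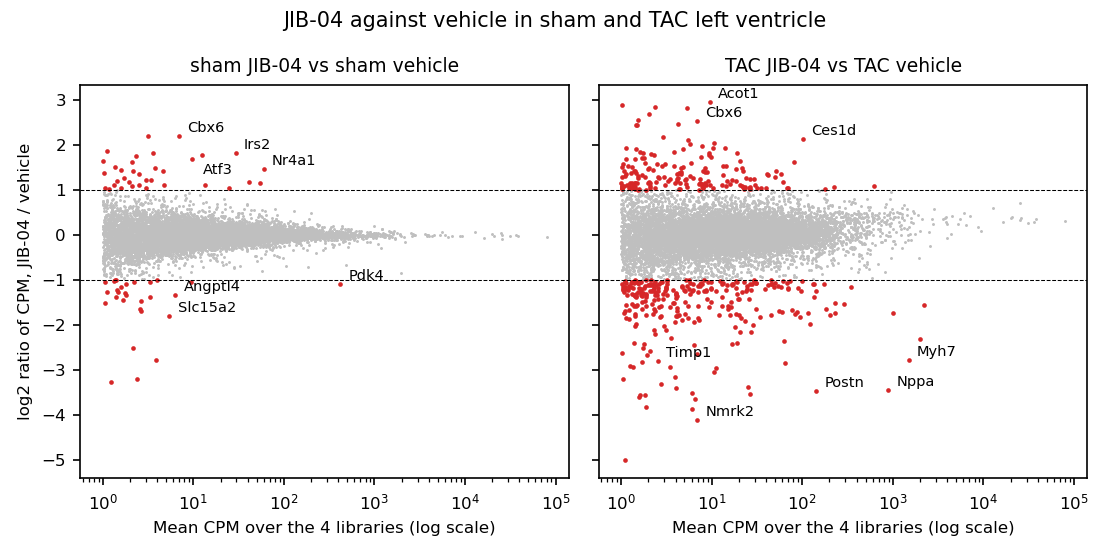
Log2 ratio of JIB-04 over vehicle (y axis) against the mean CPM over the 4 libraries (x axis, log scale) for 12369 genes in sham (left) and TAC (right) left ventricle, with genes past the 2-fold threshold (dashed lines) in red. More genes lie past the threshold in TAC (463) than in sham (64), and among highly expressed genes Nppa, Myh7 and Postn lie far below it in TAC.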

We compared downregulated genes in JIB-04 versus vehicle-treated TAC mice with those downregulated in *Kdm3a*-KO versus WT TAC mice. There were 114 overlapping genes between the two sets (Fig. 8d). 

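Genes of the extracellular matrix, which forms the fibrous scaffold between heart cells, were lower in the TAC JIB-04 library than in the TAC vehicle library as lists. Of the 18 measured collagen genes of the fixed list 13 were at least 2-fold lower and all lay below 0, with a median log2 ratio of −1.32. The list does not hold every collagen gene, and Col6a6, which is not on it, was 3.91-fold higher with 226 reads against 64. Col12a1, on chromosome 9 of mm10 from 79598991 to 79718831, was 14.5-fold lower (10.7 to 20.1, 45 reads against 723), and Col8a1 and Col5a2 were 5.10-fold (4.78 to 5.46) and 3.44-fold lower. Of 46 matrix glycoprotein and proteoglycan genes 21 were 2-fold lower and 2, Emilin2 and Efemp1, 2-fold higher, with a median of −0.95. Postn, which encodes periostin, a protein secreted by activated fibroblasts, lies on chromosome 3 from 54361109 to 54391037 and was 11.1-fold lower (10.5 to 11.8), at 43.3 CPM against 482 CPM. Thbs4, of the thrombospondin family, was 11.6-fold lower (10.2 to 13.3), Ltbp2, which encodes a protein of elastic microfibrils, 10.4-fold lower (9.17 to 11.9), and Comp, which encodes a cartilage matrix protein, 8.23-fold lower (6.87 to 9.93). Of 36 genes of matrix enzymes and crosslinking 12 were 2-fold lower, with a median of −0.62. Lox, the lysyl oxidase gene that crosslinks collagen, was 6.23-fold lower (5.00 to 7.84), Loxl4 3.98-fold lower (2.56 to 6.41) and Adamtsl2 3.76-fold lower (3.41 to 4.15).
Of 36 integrin and growth factor genes 3 were 2-fold lower, with a median of −0.31. They were Gdf15, Itgbl1, an integrin-like gene that was 3.42-fold lower (3.04 to 3.87), and Pdgfc, a platelet-derived growth factor gene that was 2.02-fold lower (1.44 to 2.88). Itgb1, which encodes the common integrin β1 chain, was 1.25-fold lower (1.22 to 1.28). Of 23 genes of TGF-β signaling, which drives matrix production, 3 were 2-fold lower, with a median of −0.29, namely Nupr1, Tgfb2 and Tgfb3, and Tgfb3 was 2.14-fold lower (1.90 to 2.41). In each of these 5 lists the median lay below those of all expression-matched random lists. In the TAC vehicle library against the sham vehicle library, the same lists had medians of 1.26, 1.01, 0.72, 0.42 and 0.43, in the order collagens, glycoproteins, enzymes, integrins and growth factors, and TGF-β signaling. Relative to the sham vehicle library, the TAC JIB-04 library had medians of −0.01 for collagens, 0.14 for glycoproteins, 0.09 for enzymes and 0.14 for integrins and growth factors. Relative to the sham JIB-04 library, in which collagens were lower than in sham vehicle, these medians were 0.36, with 16 of 18 collagens above 0, 0.18, 0.11 and 0.05. Over the 100 genes of the 3 matrix lists, the slope of the TAC response under JIB-04 on that under vehicle was 0.32 (bootstrap interval over genes 0.25 to 0.41). That interval holds no spread between hearts, and error in the vehicle ratios pulls the slope toward 0. The lists were fixed for matrix and signaling and are not the overlap with the Kdm3a-KO hearts, whose samples are not among the 4 libraries.

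**Figure D2:**
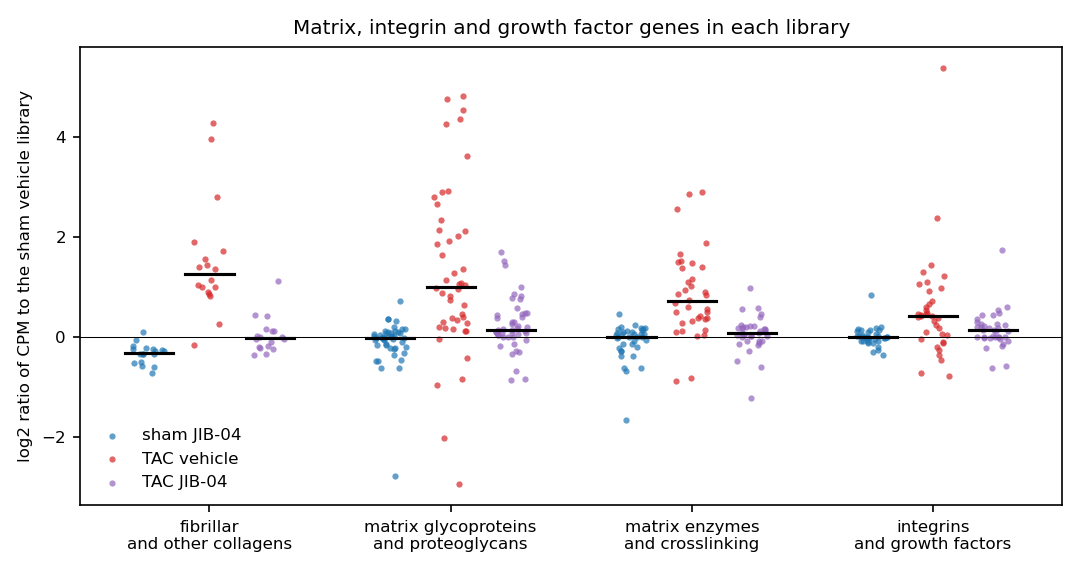
Log2 ratio of CPM to the sham vehicle library (y axis) for each measured gene (points) of 4 gene lists in the sham JIB-04, TAC vehicle and TAC JIB-04 libraries, with the median of each list marked by a line. The collagen median is 1.26 in TAC vehicle and −0.01 in TAC JIB-04, which lies above that in sham JIB-04.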

GO analysis indicated that they are predominantly ECM proteins and involved in fibrosis and growth factor/integrin signaling (Fig. 8e). The genes include fetal genes associated with hypertrophic growth, the gene encoding sarcomere protein FHL1, and KDM3A-regulated fibrotic genes such as *Timp1* (Figs 6f, 8f) as expected.

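The fetal genes, which mark hypertrophic growth, were lower in the TAC JIB-04 library than in the TAC vehicle library, as were Fhl1 and Timp1. Of 15 measured fetal and hypertrophy genes 9 were at least 2-fold lower, with a median log2 ratio of −1.56, below all expression-matched random lists, and 9 were 2-fold higher in TAC vehicle than in sham vehicle, with a median of 1.96. Nppa, which encodes atrial natriuretic peptide and lies on chromosome 4 of mm10 from 148000722 to 148002079, stood at 277 CPM with JIB-04 and 3037 CPM with vehicle, a log2 ratio of −3.46, and at 119 CPM in sham vehicle. Nppb, the brain natriuretic peptide gene beside it, was 3.34-fold lower (3.24 to 3.44). Myh7, the fetal β-myosin heavy chain gene, was 6.88-fold lower (6.78 to 6.98) and shares exons with the noncoding gene Mhrt, while Myh6, the adult α-myosin heavy chain gene, was 1.63-fold higher (1.62 to 1.64). Acta1, the skeletal α-actin gene, was 4.98-fold lower (4.93 to 5.04) and Rcan1, a gene induced by calcineurin signaling, 3.53-fold lower (3.36 to 3.72). Fhl1, on chromosome X from 56731787 to 56793346, was 3.47-fold lower (3.35 to 3.59), at 132 CPM against 458 CPM.
Timp1, which encodes a secreted inhibitor of metalloproteinases, lies on chromosome X from 20870166 to 20874735 and was 7.02-fold lower (4.90 to 10.3). It had 31 reads in sham vehicle, 11 in sham JIB-04, 264 in TAC vehicle and 34 in TAC JIB-04, and the ratio of the sham libraries was 0.319 (0.145 to 0.653). Among the fibrotic genes, Col1a1 was 3.28-fold lower (3.11 to 3.46), Col1a2 2.63-fold lower, Col3a1 3.12-fold lower, Col5a1 2.11-fold lower, Loxl1 2.32-fold lower and Loxl2 3.62-fold lower. Nupr1, a stress-induced transcriptional regulator gene, was 3.52-fold lower (2.77 to 4.52) and Tgfb2 3.40-fold lower (3.03 to 3.81), while Tgfb1 was 1.25-fold lower (1.12 to 1.40). Sparc and Fbln2 were 2.23-fold and 1.99-fold lower, and Kdm3a itself had a ratio of 0.915 (0.832 to 1.01).
For 14 of these genes the paper's source data for Figs 6f and 8f give qRT-PCR values, with 4 values per group in Fig. 6f, fewer than its legend states, and 3 in Fig. 8f. Many of the values for Fig. 6f lie in close pairs, and the source data do not say whether a pair is 1 heart measured again, which bears on the SD. From them the paper's ratio of JIB-04 over vehicle in TAC is 0.367 ± 0.208 for Nppa, 0.340 ± 0.147 for Nppb, 0.240 ± 0.102 for Myh7, 0.387 ± 0.278 for Timp1, 0.315 ± 0.0709 for Col1a1, 0.385 ± 0.0725 for Col3a1 and 0.365 ± 0.114 for Nupr1, where the error is an SD propagated here from the paper's values. The qRT-PCR and RNA-seq ratios lay on the same side of 1 for all 14 genes in this comparison, for all 14 in TAC over sham under vehicle and for 11 in sham. Whether the hearts of the qRT-PCR are those of the libraries is not given in the sources used here. The paper lists fetal genes, Fhl1 and KDM3A-regulated fibrotic genes such as Timp1 among the genes lower both with JIB-04 and in the absence of Kdm3a, and states that they were anticipated. At the head of these results it states that JIB-04 targets H3K9me2 and genes of myocardial fibrosis.

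**Figure D3:**
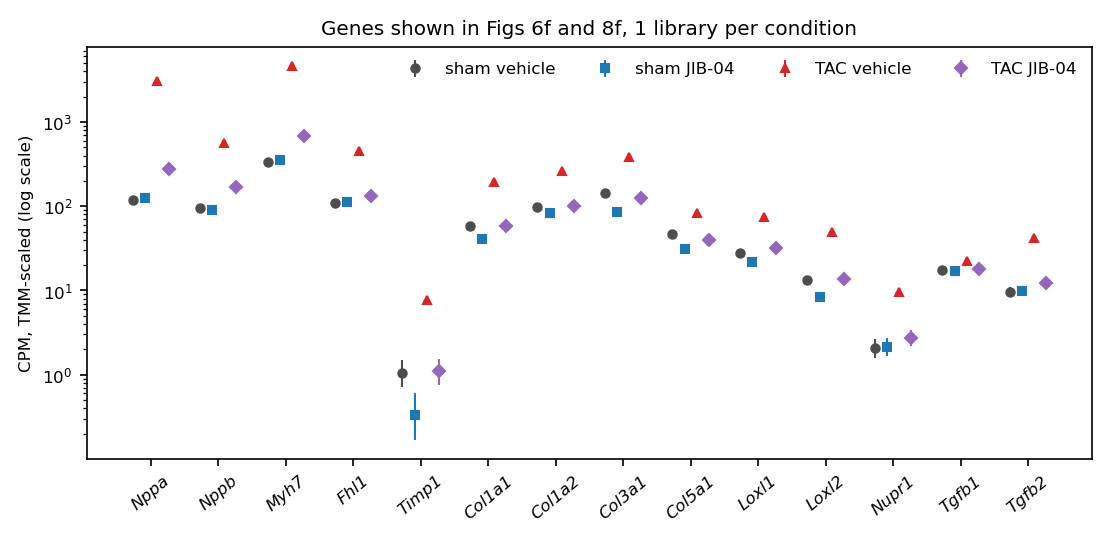
CPM (y axis, log scale) of the genes measured by qRT-PCR in Figs 6f and 8f in the 4 libraries, with bars for the 95% counting interval. Nppa stands at 119, 124, 3037 and 277 CPM in sham vehicle, sham JIB-04, TAC vehicle and TAC JIB-04.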

## Discussion

In this study, we reveal a previously unidentified role of KDM3A in promoting pathological ventricular remodeling, and corresponding anti-cardiac hypertrophy/remodeling efficacy of the KDM inhibitor JIB-04. KMTs and KDMs are emerging central regulators of pathological cardiac hypertrophy and failure^4^. While KDMs are already established as drug targets for cancer and neurological diseases, to our knowledge, the current study shows for the first time that KDM inhibitors can ameliorate forms of heart disease.

Our prior study found the H3K9me3 demethylase KDM4A promotes LVH and activates transcription of associated fetal genes and the gene encoding sarcomere protein FHL1^3^. Here, we demonstrate the H3K9me2 demethylase KDM3A has similar effects on pathological remodeling, but does so with targeted regulation of extracellular matrix-*Timp1* and TGFβ associated genes. Liu et al. showed that KDM7B/PHF8 is also expressed in the heart and represses TAC-induced LVH remodeling^35^. KDM7B demethylates di- and mono-methylated histone lysines (H3K9me1/2, H3K27me2, and H4K20me1) although its activity on H3K9me2 is dependent on its PHD domain interacting with active H3K4me3 marks at target genes^36,37^. KDM3A lacks PHD domains and robustly demethylates H3K9me2 substrates. Since KDM7B has been shown to regulate expression of genes involved in cell cycle progression^38^, rRNA^39^, and Akt/mTOR signaling pathways^35^ in the heart, it will be of future interest to determine if these two KDMs have overlapping cardiac substrates. Nonetheless, based on the published data and ours, we speculate that these KDMs regulate distinct sets of target genes.

We identified *Timp1* in cardiomyocytes as a potential target of KDM3A that mediates its pro-fibrotic function since: (1) *Timp1* is upregulated in cardiomyocytes in *Kdm3a*-Tg hearts upon TAC, (2) KDM3A binds the *Timp1*-promoter after TAC and promotes transcription as assayed by a *Timp1*-promoter-driven luciferase reporter assay, (3) cardiomyocyte *Timp1* knockdown attenuated the post-TAC cardiac remodeling of Kdm3a-Tg mice (Figs. 5), and (4) the KDM3A inhibitor JIB-04 represses hypertrophic remodeling and downregulates the expression of *Timp1* (Fig. 6). TIMP1 has been shown to be important in maintaining the homeostatic balance of myocardial ECM via inhibition of MMPs as well as MMP-independent mechanisms^23,29,30,40,41^. Elevated plasma TIMP1 levels have been associated with myocardial fibrosis and used as a fibrosis biomarker in patients with heart disease^42–44^. Consistently, we observed upregulation of *Timp1* in cardiomyocytes of *Kdm3a*-Tg mice as well as myocardial fibrosis in response to TAC, with most of the fibrotic genes being upregulated in cardiac fibroblasts. Based on previous results established in the literature and our own studies here, it is thus reasonable to speculate that TIMP1 may mediate the pro-fibrotic function of KDM3A. KDM3A-activated TIMP1 in cardiomyocytes may be secreted into the ECM, subsequently activating resident cardiac fibroblasts and leading to myocardial fibrosis (Fig. 8g). That being said, it is possible that KDM3A may have a role in other heart cell types as well as non-histone related functions, which is worthy exploring in the future.

KDM3A was originally identified as a potential epigenetic enzyme that mediates the prohypertrophic function of PDE5 (Fig. 1a). The stress-induced cardiac phenotypes and worsening of fibrotic-associated genes observed with *Kdm3a*-Tg mice are similar to those in models where PDE5 was overexpressed only in cardiomyocytes. Moreover, this is reversed by enhancing PKG activity using PDE5 inhibitors^24^. A mouse model combining inducible PDE5-Tg with the *Kdm3a*-KO could be used to further test for a mechanistic dependence of PKG modulation on KDM3A gene regulation.

Myocardial fibrosis is often considered as a secondary effect of pathological remodeling due to changes in the structure and mechanical properties of the myocardium. Our studies suggest that the pro-fibrotic function of KDM3A may have a causative role in promoting LVH as treatment of post-TAC *Kdm3a*-Tg mice with the fibrosis inhibitor BAPN blocked the development of exacerbated LVH due to transgene expression (Supplementary Fig. 6). This is consistent with the observation that fibrosis was found to precede cardiac hypertrophy in many HCM patients^45^. Pathogenic mutations in sarcomere protein αMHC (Arg403Gln or Arg719Trp) from HCM patients were shown to promote proliferation and fibrotic gene expression of non-cardiomyocytes in pre-hypertrophic *αMHC*^*403/+*^ and *αMHC*^*719/+*^ mouse hearts^46^. We observed similar crosstalk between cardiomyocytes and non-cardiomyocytes in our studies, overexpression of KDM3A in cardiomyocytes promoted expression of fibrotic genes in non-cardiomyocytes (Fig. 5). Moreover, our studies suggest that TIMP1 secreted from cardiomyocytes might mediate this crosstalk in a paracrine fashion. KDM3A is upregulated in human HCM patients (Fig. 1b) and thus may mediate the fibrotic effect of pathogenic mutations of αMHC. This possibility could be tested by *Kdm3a*-deletion or inhibition via JIB-04 in *αMHC*^*403/+*^ and *αMHC*^*719/+*^ mouse hearts. A positive outcome of such testing could provide a new strategy for limiting HCM pathophysiology by preemptively inhibiting KDM3A in HCM patients with sarcomere protein gene mutations and elevated KDM3A expression.

Our data indicated that JIB-04 is effective in suppression of both reactive and reparative fibrosis. The mechanism by which JIB-04 inhibits reparative fibrosis in the I/R model remains to be determined. Myofibroblasts are the major cell type responsible for fibrosis in I/R injury^7,47,48^. JIB-04 treatment of hearts resulted in alteration of H3K9me2 and H3K9me3 in fibroblasts as well as in cardiomyocytes (Fig. 8d); thus, JIB-04 likely has an effect on fibroblast activation and differentiation, which could be tested in the future.

Heart failure and cancer are two of the world’s leading causes of morbidity and mortality, and emerging evidence supports they share common mechanisms at the level of chromatin regulation^10^. Our studies suggest that KDMs of the Jumonji enzyme family represent one such shared mechanism. JIB-04 was identified originally as an antitumor agent^21,22^. However, the current work shows it suppresses pressure overload-induced pathological LVH and myocardial fibrosis. JIB-04 is a pan-KDM inhibitor that inhibits demethylase activities of KDM5 (H3K4me3 demethylase) and KDM6 (H3K27me3 demethylase) in addition to KDM3 and KDM4 in vitro^22^. In NRVMs, JIB04-04 inhibited KDM3 activity at relatively low concentration and KDM4 activity at higher concentration, and had little effect on KDM5 and KDM6 activity at the concentration tested. In heart tissue, we observed changes in global H3K9me2 levels at an early time point of JIB-04 treatment and changes of global H3K9me3 and H3K4me3 level at a later treatment time point. These results suggest that KDM3 may play a more important role in pathogenesis of LVH and be more susceptible to JIB-04 inhibition. KDM3A is upregulated in human HCM and our data showed that JIB-04 is effective in inhibition of KDM3A in human heart cells (Fig. 8c), suggesting that JIB-04 may be a useful therapeutic agent in combating human heart diseases.

In summary, we have established a novel role for KDM3A in LVH and demonstrated that KDM3A promotes LVH and myocardial fibrosis in response to pressure overload. Furthermore, our proof-of-principle studies demonstrated that pharmacologically targeting KDMs might be a valid therapeutic strategy to combat LVH and fibrosis in various heart pathologies.

## Methods

### General mouse management, *Kdm3a*-Tg and *Kdm3a* KO mouse lines

All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of UT Southwestern and performed in adherence to the relevant ethical regulations. Mouse Kdm3a cDNA with 5′ Flag tag was subcloned downstream of αMHC promoter^3^. After removal of plasmid backbone, αMHC-FLAG-KDM3A construct was used to generate transgenic mouse lines at core facility of UT Southwestern Medical Center. Five lines of positive transgenic mouse were genotyped and two lines were used for further experiments. These two lines of transgenic mice show a similar phenotype and the primary data presented are from line 29. *Kdm3a*^+/-^ mouse line was a kind gift of Dr. J Xu^28^.

### TAC and I/R surgery, echocardiography, and histological analysis

Male mice with body weight of 20 to 25 g (age of 6–8 weeks) of various genetic backgrounds as indicated were used. TAC surgery was performed by banding of aortic arc with 7-0 suture together with 27 G syringe needle. The removal of needle results in partial constriction of aorta^3^. For I/R surgeries, the left coronary artery was ligated for 45 min before releasing. Animals were killed after 6 weeks, and histological analyses were performed on fixed heart tissues. Sham-operated animals were used as controls and underwent the same surgical procedure, except banding of suture. Echocardiography was performed on Vevo 2100 (VisualSonics) under conscious, un-sedated condition at specified time points. Mice were killed at time points as indicated. For histological and immunofluorescence analysis, hearts were removed quickly, weighed and fixed with 4% formaldehyde for paraffin embedding and sectioning. H&E and Trichrome staining were performed by the histological core of UT Southwestern following standard protocols. Cardiomyocyte and fibrosis area were quantified with Image J (NIH) on H&E and Trichrome stained sections. For biochemical analysis, hearts were snap frozen in liquid nitrogen within 30 s of removal and stored at −80 °C.

### Drug preparation and administration

JIB-04 was administered by gavage with a dosage of 50 mg/kg. Drug is first dissolved in 12.5% DMSO, then 12.5% cremophor, and thoroughly mixed by vortexing. Right before administration, the drug solution was mixed with water in 3:1 ratio and delivered immediately by gavage.

### RNA purification, qRT-PCR, microarray, and RNA-seq

Total RNA was purified from tissue or cultured cell with TRIZol (Invitrogen) following manufacturer’s protocol. One to five micrograms of total RNA was used for reverse transcription with SSTIII kit (Invitrogen) to generate cDNA. The cDNA is used in SYBR-based real-time qRT-PCR. The sequences of the primers for each gene detected are listed in Supplementary Table 1. Five hundred nanograms of total RNA was used for microarray analysis or RNA-seq with Illumina platform. Both microarray and RNA-seq were carried out by the genomic core facility of UT Southwestern. All microarray and RNA-Seq data were deposited into the NCBI GEO repository (GSE).

### Protein extraction, SDS-PAGE, western blot, and ChIP assay

Proteins were extracted from mouse hearts with T-PER tissue protein extraction reagent (Thermo Scientific) plus proteinase inhibitors. RIPA buffer plus proteinase inhibitors was used to extract protein from cardiomyocytes and cardiac fibroblasts isolated from adult mouse hearts and in vitro cultured NRVMs. Protein samples were quantified and separated with SDS-PAGE before transfer to a nitrocellulose membrane, followed by antibody probing. ChIP assays were performed as described previously^3^ with specific gene primers as indicated (listed in Supplementary Table 1). The following primary antibodies were used: GAPDH (Santa Cruz, sc-20358), H3K9Me2 (Abcam, ab1220), H3K9me3 (Abcam, ab8898), H3K4me3(Active Motif, 39159), and H3K27me3 (Millpore, 07-449), Histone H3(CellSignaling, 4499), FLAG (Sigma-Aldrich, F1804), TIMP1 (Invitrogen, MA1-773), ANP (Novus, NBP2-14873), TGFbeta1 (Abcam, ab-64715), pSMAD3 (Santa Cruz, sc11769), SMAD3(Santa Cruz, sc-133098). All antibodies were diluted 1:1000 in western blot. The original un-cropped western blots with molecular weight markers were presented in supplementary figure 7.

### Phalloidin and immunofluorescence staining

Phalloidin-FITC staining of NRVMs was performed by following the protocol described^49^. Briefly, cells fixed with 4% formaldehyde for 5 min followed by Phalloidin-FITC (1:200) for 10 min at room temperature. Cell sizes were quantified using Image J (NIH). Immunofluorescence staining of NRVMs and paraffin-embedded heart sections was carried out by following standard protocols. Briefly, heart sections were incubated at 60 °C for 30 min, followed by deparaffinization. Antigen retrieval was performed in 1X Antigen Retrieval Citra Solution (BioGenex) with microwave oven. Sections were blocked with 1% BSA in PBS for 1 h at RT, followed by primary antibody and FITC conjugated secondary antibody. Nuclei were stained with DAPI. Finally the slides were mounted with anti-fading mounting buffer (Sigma-Aldrich).

### Preparation of neonatal and adult heart cells

In total, 1–2-day-old neonates from timed-pregnant Sprague Dawley rat (Charles River) were used to separate neonatal rat ventricle myocyte **(**NRVMs) as described^50^. Adult mouse cardiomyocytes and cardiac fibroblasts were isolated from Sham and TAC hearts by the Langendorff method as described^51^. Mouse heart was removed quickly and put to enzyme solution infusion for 20 min. Then heart ventricle tissue was pippetted to release cells. Cardiomyoytes and non-myocytes were separated by repeated low speed centrifuge.

### Adenovirus infection and siRNA transfection

Adenovirus packaging was carried out with AdEasy XL Adenoviral system in 293 A cells^3^. NRVMs are infected with adenovirus particles at MOI of 50. Ad-LacZ was used as a control. Small siRNA oligos (Sigma-Aldrich) were transfected with RNAiMAX reagent (Invitrogen) following manufacturer’s protocol. Total RNA was extracted 48 h later to determine the effectiveness of siRNA transfection.

### Patient samples and controls, hiPSC, and hiPSC-CM culture

Experiments with human cells/tissues are in compliance to the relevant ethical regulations. Human hypertrophic heart tissue samples and controls were described previously^3^. Tissue procurement was based on the receipt of written patient-informed consent and approved by the institutional review boards of Peking Union Medical College in China.

hiPSCs were reprogrammed from healthy human peripheral blood mononuclear cells with CytoTune-iPS Sendai Reprograming Kit (Thermo Fisher Scientific, A16518). The blood draw was from de-identified tissue repository of UT Southwestern, and its use is permitted by the Southwestern Human Research Protection Program without the need of formal IRB approval. The experiments have been performed under the oversight of the UT Southwestern Stem Cell Research Oversight (SCRO) Committee.

hiPSCs were cultured in mTeSR^TM^1 media (STEMCELL Technologies, 05850) and passaged approximately every 3–4 days (1:12-1:18 split ratio). iPSCs were induced to differentiate into cardiomyocytes, using previously described protocol^52^ with modifications. Briefly, hiPSCs were induced to differentiation to cardiomyocytes in CDM3 medium supplemented with WNT pathway activator CHIR99021 (4 μM) (Selleckchem, S2924) for 2–4 days, and then supplemented with 2 μM WNT inhibitor WNT-C59 (Selleckchem, S7037) for another 2 days. Media was then changed to RPMI 1640 with no glucose (Thermo Fisher Scientific, 11879020) supplemented with B27-supplement (Thermo Fisher Scientific, 17504044) for 10 days. On day 20, media was switched to cells maintaining media, RPMI 1640 medium, (Thermo Fisher Scientific, 11875093) supplemented with B27-supplement. Cardiomyocytes were used for experiments around 90 days after initiation of differentiation.

### Plasmid construction, reporter assays, and AAV9 transduction

Mouse *Timp1* promoter (-1205 to + 63) was amplified with Phusion enzyme (New England Biolabs) and subcloned into NheI-XhoI site of pGL3-basic vector. Reporter assay was done in 293 A cells^3^ with Luciferase Assay Substrate (Promega). Relative promoter activities were expressed as relative luminescence units normalized to co-transfected β-galactosidase activities in the cell. Three shRNAs (shTimp1-1: 5′-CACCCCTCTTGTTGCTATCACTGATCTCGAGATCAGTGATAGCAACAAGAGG-3′ shTimp1-2: 5′-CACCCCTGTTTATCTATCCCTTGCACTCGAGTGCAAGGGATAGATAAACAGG-3′ shTimp1-3: 5′-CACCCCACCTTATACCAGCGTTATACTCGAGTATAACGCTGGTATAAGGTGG-3′)​ corresponding to different regions of Timp1 were cloned into TRISPR2.0 donor plasmids and assembled into AAV9 TRISPR2.0 backbone plasmid using Golden Gate Assembly (New England Biolabs) following a published protocol^53^. In total, 2 × 10^12^ gc viruses/20 g of body weight in 200 μl of saline were i.v. injected via tail vein to mice 2 days before surgery.

### Statistical method

Data are presented as mean ± SEM. At least three independent experiments were performed for each assay. Statistical differences were calculated with two-tailed Student’s *t* test when comparing two conditions, and ANOVA was used when comparing more than two conditions. Changes were considered to be significant when *p* *<* 0.05.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

All data including raw data are available upon request. Genomic data generated during the study are available in a public repository GEO (GSE120740, GSE120598). Original un-cropped western blots are provided in Supplementary Figure 7. The source data underlying Figs. 1b, 1d, 1e, 1f, 1g, 2b, 2c, 2d, 2e, 2g, 3b, 3c, 3d, 3e, 3f, 3g, 3h, 4d, 4e, 5a, 5b, 5c, 5d, 5e, 5f, 5g, 5i, 5j, 5k, 6b, 6c, 6d, 6e, 6f, 6i, 6j, 6k, 7b, 7c, 7e, and 8f and Supplementary Figs. 1c, 1d, 1f, 2d, 3b, 4b,4c, 5a, 5d, 5e, 5f, 6a, 6b, 6c, 6d, 6e, 6f, and 6g are provided in Supplementary Dataset 1.

# Supplementary material for: Histone lysine dimethyl-demethylase KDM3A controls pathological cardiac hypertrophy and fibrosis
**Source:** Nat Commun. 2018 Dec 7;9:5230. doi: 10.1038/s41467-018-07173-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File Name: Supplementary Dataset:**

**Description:** Data file for the bar graphs.

How the deposited data were processed for this re-analysis (not part of the article)

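PolyA RNA of mouse left ventricle was sequenced from 4 conditions with 1 library each, namely sham and TAC surgery with vehicle or JIB-04 at 50 mg/kg, 6 weeks after surgery. The number of mice in a library is not given in the sources used here. The submitters' processing notes name bcl2fastq 2.17.1.14 for base calling output and mm10 as the genome build. The aligner, the counting program, the annotation release and whether counting used the strand are not given in the sources used here. The authors deposited, per transcript, a count of all reads assigned to it, which includes reads shared with other transcripts and is not normalized. Beside it stands a second deposited count, of the reads that match the transcript alone, also not normalized. The deposited RPKM values were made by the authors by dividing a transcript's reads by its length and by the mapped reads of the library, and in each file reads, length and RPKM give one constant. That constant implies 34815891, 38346184, 35408394 and 35204333 mapped reads in the sham vehicle, sham JIB-04, TAC vehicle and TAC JIB-04 libraries. Of the 104980 transcripts, 104458 (99.5%) are in GENCODE M21, and 96.2% of these have the same chromosome, start and end there. Positions and shared exons were taken from the coordinates deposited with the transcripts.

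Reads were summed over the transcripts of a gene name, and TMM factors were computed with edgeR 4.0.16 in R 4.3.3 over the 4 libraries. The factors were 0.957, 0.966, 1.09 and 0.994 in the order of the libraries above. edgeR served for scaling alone, and no model was fitted. Ratios and intervals were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Genes with a mean of at least 1 CPM over the 4 libraries were kept, and no pseudocount was added. A gene was counted as different at a ratio of at least 2 in either direction, which is the fold threshold the paper states. The 95% interval of a ratio is the exact Clopper-Pearson interval of the share of 1 library in the reads of both. A count of 0 allows up to 3 reads, and no ratio was called where both libraries lay at or under that floor. The procedure was tested on simulated Poisson counts at the depths of the libraries, with 200 genes changed 3-fold or 6-fold. These counts hold no spread between hearts. Of the 100 genes changed 3-fold, 100 were recovered between the sham libraries and 99 between the TAC libraries.

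The comparisons were JIB-04 over vehicle in sham, JIB-04 over vehicle in TAC, and TAC over sham under vehicle, and TAC over sham under JIB-04 served for the slope. The slope is that of least squares across genes, with an interval from 1000 bootstrap draws over genes. Gene lists numbered 41, of which 25 cover pathways and 16 cell type markers. The median log2 ratio of a list with at least 5 measured members was set against 10000 random lists of the same size, matched on expression in 20 bins. For lists with fewer members, an SD of 0.1 was assumed for the spread of random lists when alternatives were compared. The genes named in the text are, per comparison, the 10 highest and the 10 lowest ratios among genes past the threshold with a mean of at least 5 CPM and a symbol other than a predicted gene name, 32 genes that the paper names or measures by qRT-PCR in mouse heart, and the members of a list with the largest ratio in the direction of its median. The paper's qRT-PCR values had been seen when this rule was written. Where a count of 5 or fewer genes falls outside the rule, its genes are named, chosen after their values were seen. Egr1 in the sham comparison, given because it went against the median of its list, also lies outside the rule and was chosen likewise. Some genes that fall under the rule or such a count are not reported here.

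The comparisons, the filter, the gene lists, the rule for named genes and 10 alternatives were chosen before the data were examined. The alternatives were scaling by total reads, by median-of-ratios size factors or without mitochondrially encoded genes, the authors' RPKM summed over transcripts, no filter, a minimum of 5 CPM, a pseudocount of 0.5 CPM, single transcripts, reads that match no other transcript, and calls whose counting interval excludes 1. The microarray of Kdm3a-KO hearts has no file among those used here, so the overlap of JIB-04 with the absence of Kdm3a was left out.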

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

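The test on reads that match no other transcript was chosen only after its result was seen, whereas those on neighboring genes and on other groupings of the 4 libraries were set before theirs.

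JIB-04 and vehicle stood in opposite order in the sham and the TAC hearts for some genes at least 2-fold apart in both, and the difference between the surgeries was not tested. With JIB-04, 7 were higher in sham and lower in TAC, against 0.821 for independent lists, and 1 was the reverse, against 0.406. Independent lists treat all genes as equally likely to pass 2-fold. Genes with few reads or variable levels can pass in both comparisons more often, without an effect of JIB-04. Leaving out Sprr1a and Slc1a2, whose counting interval includes 1 in a comparison, a requirement chosen after the values were seen, 6 genes are given here. The log2 ratio of JIB-04 over vehicle in sham minus that in TAC was 4.57 for Egr3 and 2.88 for Atf3, transcription factor genes of the early response. It was 4.32 for Hspa1a and 3.87 for Hspa1b, near-identical heat shock genes, 2.87 for the keratin gene Krt80 and −2.15 for the predicted gene Gm26920. Hspa1a had 23 reads in sham vehicle, 117 in sham JIB-04, 231 in TAC vehicle and 48 in TAC JIB-04, and Egr3 had 7, 20, 102 and 10.

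Cbx6 and Slc15a2, which the paper does not discuss, differed in the same direction in both pairs of libraries. The log2 ratio of JIB-04 over vehicle was 2.18 in sham and 2.53 in TAC for Cbx6, and −1.81 and −1.58 for Slc15a2. They were singled out after their values were seen, as the genes with a mean of at least 5 CPM and no mention in the paper. Without that minimum, Lrch4 was also higher in both, which made 2 genes against 0.490 for independent lists, and 10 genes were lower in both, against 0.680. Genes in opposite order exceeded independent lists as well, and the log2 ratios of the comparisons had a correlation of 0.073 across genes. The excess is therefore not read as a shared effect of JIB-04.

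Reads from neighboring genes are argued against by the median log2 ratio between the sham libraries of the expressed neighbors within 100 kb, which was 0.062 over 7 genes for Cbx6 and −0.036 over 3 genes for Slc15a2. The bound set for that test also asked that no expressed gene share exons, which Npcd does with Cbx6, so for Cbx6 it was not met as written. Reads of Cbx6 that match no other transcript, 156 against 32, gave a log2 ratio of 2.13 in sham (1.57 to 2.72), and Npcd had 59 reads against 83, which argues against overlapping reads as the source. A difference between single animals or libraries unrelated to JIB-04 stays open as a candidate explanation, since the grouping of the libraries that follows neither surgery nor treatment parted 3 genes by 2-fold, as many as the grouping by treatment, which does not part Slc15a2 and parts Cbx6 by a gap of 2.18, beyond the largest gap of the former, 1.20 for Hspa1a. An effect of JIB-04, the biological explanation that the design offers, is also open and was not tested apart from it.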

How the results depend on the processing

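The test on counting error was chosen only after the results were seen, whereas the 10 alternatives were set with the comparisons. No analysis paired by replicate was possible because each condition has 1 library, and an additive fit of surgery and treatment was not run. The medians of the collagen, matrix glycoprotein, matrix enzyme, fetal gene and activated fibroblast lists stayed below 0 for JIB-04 over vehicle in TAC and above 0 for TAC over sham under vehicle in each alternative run for lists. Collagens ranged from −1.63 to −1.25 in the former comparison and activated fibroblast markers from −2.67 to −2.12. The medians of fatty acid oxidation and of oxidative phosphorylation genes kept the opposite signs throughout, at 0.35 to 0.48 and 0.23 to 0.37 for JIB-04 over vehicle in TAC. More genes were lower than higher with JIB-04 in TAC under each alternative except single transcripts. Of the 463 genes 2-fold different there, 458 were shared with median-of-ratios scaling, 406 with total reads, 379 with the authors' RPKM and 298 with reads that match no other transcript. Counts stayed within 1.5 times the main count in 30 of 50 cases. The shift of a list median from its main value was no larger than the spread of random lists in 807 of 954. Of these 954 medians, 99 lay on the other side of 0 from the main value. Log2 ratios of named genes stayed within the counting interval of the main ratio in 5199 of 6005. Of the 6005, 104 lay on the other side of 0. Median-of-ratios scaling, scaling without mitochondrially encoded genes and requiring a counting interval that excludes 1 left each count within 1.5 times its main value. The single-transcript alternative applies to counts and named genes, and the counting interval to counts alone. Depth limits the genes with few reads. Of 100 genes simulated with a 3-fold change past the filter, 99 or 100 were recovered in each comparison. The simulation holds counting error alone, without spread between hearts, so this recovery speaks of depth only. With no filter, counting error alone called 717.7 genes on average for JIB-04 over vehicle in TAC. Timp1, Nupr1 and other genes below 5 CPM have no value at that minimum, and genes with few such reads none from reads that match no other transcript.

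The main medians for JIB-04 over vehicle in TAC were 0.035 for demethylases, −0.043 for hypoxia targets and 0.053 for NRF2 targets. Scaling by total reads gave 2-fold counts of 204 genes lower for TAC over sham under vehicle. With total reads, the list medians for JIB-04 over vehicle in TAC were −1.45 for collagens, −1.09 for matrix glycoproteins, −0.75 for matrix enzymes, −0.43 for TGF-β signaling, −0.44 for integrins and growth factors, −0.096 for demethylases, 0.35 for fatty acid oxidation, 0.24 for oxidative phosphorylation, −0.17 for hypoxia targets, −0.095 for iron handling, −0.78 for immediate early genes, 0.049 for clock genes, 0.049 for interferon response, 0.31 for ion channels, −0.58 for cytoskeleton, −0.75 for fibroblast markers, −0.10 for endothelial markers and −0.21 for macrophage markers. With total reads, the list medians for TAC over sham under vehicle were 1.45 for collagens, 1.20 for matrix glycoproteins, 0.90 for matrix enzymes, 0.62 for TGF-β signaling, 0.61 for integrins and growth factors, 0.10 for demethylases, −0.50 for fatty acid oxidation, −0.29 for oxidative phosphorylation, 0.13 for glycolysis, 0.31 for hypoxia targets, 0.0042 for iron handling, 0.47 for NRF2 targets, 1.26 for immediate early genes, 0.21 for clock genes, 0.15 for unfolded protein response, 0.29 for interferon response, 0.45 for p53 targets, −0.36 for ion channels, 0.54 for cytoskeleton, 0.87 for fibroblast markers, 2.99 for activated fibroblasts, 0.29 for endothelial markers, −0.23 for smooth muscle and 0.46 for macrophage markers. The authors' RPKM gave 2-fold counts of 206 genes lower for TAC over sham under vehicle. With RPKM, the list medians for JIB-04 over vehicle in sham were 0.023 for matrix glycoproteins and −0.011 for ion channels. With RPKM, the list medians for JIB-04 over vehicle in TAC were −1.06 for matrix glycoproteins, −0.71 for matrix enzymes, −0.43 for TGF-β signaling, −0.43 for integrins and growth factors, −0.097 for demethylases, 0.36 for fatty acid oxidation, 0.23 for oxidative phosphorylation, −0.091 for iron handling, −0.090 for NRF2 targets, 0.050 for clock genes, 0.052 for interferon response, −0.56 for cell cycle, −0.38 for p53 targets, −0.76 for fibroblast markers, −0.11 for endothelial markers, −0.23 for macrophage markers and −0.43 for lymphocyte markers. With RPKM, the list medians for TAC over sham under vehicle were 1.20 for matrix glycoproteins, 0.95 for matrix enzymes, 0.61 for TGF-β signaling, 0.57 for integrins and growth factors, 0.11 for demethylases, −0.49 for fatty acid oxidation, −0.29 for oxidative phosphorylation, 0.14 for glycolysis, 0.32 for hypoxia targets, 0.095 for iron handling, 0.53 for NRF2 targets, 1.27 for immediate early genes, 0.22 for clock genes, 0.18 for unfolded protein response, 0.29 for interferon response, 0.85 for cytokines, 0.49 for p53 targets, −0.35 for ion channels, 0.57 for cytoskeleton, 0.88 for fibroblast markers, 2.99 for activated fibroblasts, 0.28 for endothelial markers, −0.17 for smooth muscle and 0.51 for neutrophil markers. With RPKM, the slope across genes of the TAC response under JIB-04 on that under vehicle was 0.212. No filter on low values gave 2-fold counts of 961 genes for JIB-04 over vehicle in sham, 1008 genes lower for JIB-04 over vehicle in TAC, 674 genes higher for JIB-04 over vehicle in TAC, 1196 genes higher for TAC over sham under vehicle and 917 genes lower for TAC over sham under vehicle. Without a filter, the list medians for JIB-04 over vehicle in sham were 0.074 for neutrophil markers, −0.038 for adipocyte markers and −1.36 for mesothelial cells. Without a filter, the list medians for JIB-04 over vehicle in TAC were −0.76 for cell cycle, −2.51 for activated fibroblasts, 0.15 for lymphocyte markers, 0.035 for neutrophil markers, −0.72 for mesothelial cells and −0.079 for atrial cells. Without a filter, the list medians for TAC over sham under vehicle were 1.45 for fetal genes, 0.62 for cell cycle, −0.22 for lymphocyte markers, −0.048 for neutrophil markers and −0.33 for mesothelial cells. Without a filter, the slope across genes of the TAC response under JIB-04 on that under vehicle was 0.108. A minimum mean of 5 CPM gave 2-fold counts of 13 genes for JIB-04 over vehicle in sham, 138 genes lower for JIB-04 over vehicle in TAC, 80 genes higher for JIB-04 over vehicle in TAC, 220 genes higher for TAC over sham under vehicle and 163 genes lower for TAC over sham under vehicle. At 5 CPM, the list medians for JIB-04 over vehicle in sham were 0.055 for matrix enzymes and −0.53 for skeletal muscle markers. At 5 CPM, the list medians for JIB-04 over vehicle in TAC were −0.52 for matrix enzymes, −0.51 for immediate early genes, −0.084 for cell cycle, −0.48 for fibroblast markers, −2.16 for activated fibroblasts, −0.42 for Schwann cells, −0.82 for mesothelial cells, −0.079 for atrial cells and −1.67 for skeletal muscle markers. At 5 CPM, the list medians for TAC over sham under vehicle were 0.26 for cytokines, 0.34 for Schwann cells, 0.79 for mesothelial cells, 0.12 for thymus markers and 2.90 for skeletal muscle markers. A pseudocount of 0.5 CPM gave 2-fold counts of 32 genes for JIB-04 over vehicle in sham and 109 genes higher for JIB-04 over vehicle in TAC. With the pseudocount, the list medians for JIB-04 over vehicle in sham were −0.57 for neutrophil markers. With the pseudocount, the list medians for JIB-04 over vehicle in TAC were −2.12 for activated fibroblasts and −0.65 for neutrophil markers. Reads that match no other transcript gave 2-fold counts of 136 genes for JIB-04 over vehicle in sham. With such reads, the list medians for JIB-04 over vehicle in sham were −0.49 for collagens, 0.066 for integrins and growth factors, −0.11 for hypoxia targets, 0.25 for immediate early genes, 0.17 for heat shock, 0.031 for p53 targets, 0.0044 for ion channels, 0.14 for endothelial markers, −0.22 for lymphocyte markers, −1.14 for mesothelial cells and 0.045 for skeletal muscle markers. With such reads, the list medians for JIB-04 over vehicle in TAC were −1.63 for collagens, −0.69 for matrix glycoproteins, −0.50 for immediate early genes, −0.00019 for clock genes, −2.67 for activated fibroblasts, −1.53 for mesothelial cells and −0.48 for skeletal muscle markers. With such reads, the list medians for TAC over sham under vehicle were 2.22 for fetal genes, 0.85 for matrix glycoproteins, 3.56 for activated fibroblasts, 0.14 for lymphocyte markers, −0.28 for mesothelial cells, 0.30 for thymus markers and 2.05 for skeletal muscle markers. With such reads, the slope across genes of the TAC response under JIB-04 on that under vehicle was 0.197. Mbp, a myelin gene, then had a log2 ratio of 0.23 for TAC over sham under vehicle, the reverse of its main value. Scaling without mitochondrially encoded genes gave list medians, JIB-04 over vehicle in sham, of −0.25 for mesothelial cells. On that scale, the list medians for JIB-04 over vehicle in TAC were −0.64 for cell cycle, 0.57 for Schwann cells and −0.87 for mesothelial cells. Single transcripts in place of genes gave 2-fold counts of 2249 transcripts for JIB-04 over vehicle in sham, 1505 transcripts lower for JIB-04 over vehicle in TAC, 1632 transcripts higher for JIB-04 over vehicle in TAC, 1815 transcripts higher for TAC over sham under vehicle and 1993 transcripts lower for TAC over sham under vehicle. Scaling by total reads moves the log2 ratios of a comparison by one constant by construction, and it places the median of all genes at 0.18 for TAC over sham under vehicle. A lower or higher minimum leaves more or fewer genes to count by construction. For the other values that moved, and for the reversals of the Schwann cell list at 5 CPM and of Mbp, the cause was not tested.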

Differences from the paper's values

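No alternative named here was chosen after the values were seen. The paper states a 2-fold threshold, but its text names no unit, scaling or filter on low values for its counts of genes.

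The paper reports 800 genes that differ with JIB-04 in sham hearts, and 64 were found here. For TAC hearts the paper reports 800 genes lower and 574 higher with JIB-04, and 290 and 173 were found here. Of the 10 alternatives set before the data were examined, no filter on low values brought these counts within 1.5 times the paper's, at 961, 1008 and 674. The counts remained outside that range with total reads, median-of-ratios scaling, scaling without mitochondrially encoded genes, the authors' RPKM, a minimum of 5 CPM, a pseudocount, reads that match no other transcript, single transcripts and the counting interval. With no filter, unchanged genes drawn with counting error alone gave 740.4 2-fold genes on average in sham and 717.7 in TAC. Counting error may therefore make up much of the 961 in sham and part of the unfiltered counts in TAC. That the unfiltered counts lie near the paper's does not show which filter it used.

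The paper's qRT-PCR ratios were computed here from its source data for Figs 6f and 8f, with an SD propagated from 4 or 3 values per group, of which the 4 in Fig. 6f are fewer than its legend states. Many of the values for Fig. 6f lie in close pairs, and the source data do not say whether a pair is 1 heart measured again, which bears on the SD. Ratios that lie further apart than this SD and by more than 1.5 times are listed. Of 14 genes, they are 3 for JIB-04 over vehicle in TAC, 6 for TAC over sham under vehicle and 1 in sham. The SD is of the qRT-PCR values alone, and the RNA-seq ratios hold no spread between hearts. Some ratios can therefore meet both conditions without a difference between the methods. A difference is said below to end when either condition fails. For Nupr1, for Tgfb1 and, with a pseudocount, for Tgfb2, only the condition of 1.5 times failed, and the values still lay further apart than the SD. For JIB-04 over vehicle in TAC, the paper's ratio is 0.0933 ± 0.0774 for Fhl1 and 0.367 ± 0.208 for Nppa, and RNA-seq gave 0.288 and 0.0911. For TAC over sham under vehicle, the paper's ratio is 71.2 ± 51.0 for Fhl1, 29.1 ± 8.79 for Myh7, 7.89 ± 3.91 for Nppa and 2.43 ± 1.77 for Timp1, and RNA-seq gave 4.20, 13.8, 25.6 and 7.32. No alternative that gave a value ended these 6 differences. For Myh7 the alternatives ranged from 6.74 with reads that match no other transcript to 91.7 with its most expressed transcript. None of the alternatives scaled to a single reference gene. The legends of Figs 3 and 4 name Gapdh as such a reference for qRT-PCR, and those of Figs 6f and 8f name none.

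For Timp1 in sham, the paper's ratio of JIB-04 over vehicle is 0.713 ± 0.239 and RNA-seq gave 0.319. A pseudocount gave 0.538, which no longer differs, while the difference remained with the 3 other scalings, the authors' RPKM, no filter and single transcripts. For Nupr1 in TAC over sham under vehicle, the paper's ratio is 3.08 ± 0.524 and RNA-seq gave 4.67. The difference ended with the authors' RPKM, at 4.50, and with a pseudocount, at 3.95, and remained with the 3 other scalings, no filter and single transcripts. Timp1 and Nupr1 have no value at a minimum of 5 CPM or from reads that match no other transcript. For Tgfb1 in the same comparison, the paper's ratio is 2.02 ± 0.218 and RNA-seq gave 1.27. It ended with total reads, at 1.44, and with the authors' RPKM, at 1.46, and remained with median-of-ratios scaling, scaling without mitochondrially encoded genes, no filter, a minimum of 5 CPM, a pseudocount, reads that match no other transcript and single transcripts. For Tgfb2 in JIB-04 over vehicle in TAC, the paper's ratio is 0.451 ± 0.0817 and RNA-seq gave 0.295. A pseudocount, at 0.303, and reads that match no other transcript, at 0.438, ended the difference, which remained with the 3 other scalings, the authors' RPKM, no filter, a minimum of 5 CPM and single transcripts.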

Other observations

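The tests on a wrong label, on the mix of cells, on the pressure load and on counting error were chosen only after the results were seen.

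Some genes separated both TAC libraries from both sham libraries by at least 2-fold, 25 of them higher in TAC and 14 lower. Acta1 had a log2 ratio of TAC over sham of 4.88 under vehicle and 3.43 under JIB-04, and Nppa of 4.68 and 1.15. Among matrix genes, the ratios were 4.83 and 2.06 for Ltbp2, 4.36 and 1.53 for Cilp, and 4.76 and 1.39 for Comp. The following genes were chosen after their values were seen. Edn3, which encodes an endothelin, stood at 3.40 and 2.14, Nox4, a NADPH oxidase gene, at 3.59 and 1.68, and the transcription factor gene Tbx15 at 4.41 and 2.45. Among those lower in both TAC libraries were Cenpf, a kinetochore gene, at −2.75 and −1.28, and Sbk2, a kinase gene, at −3.36 and −1.14. Of the 421 genes 2-fold higher in TAC than in sham under vehicle, 353 also lay above 0 under JIB-04, where their median log2 ratio was 0.36 against 1.42 under vehicle. The 312 lower genes had medians of −0.30 and −1.33, with 266 below 0 under JIB-04. Both sets were chosen by their 2-fold ratio under vehicle, so their medians under vehicle are large by construction. Values in the other pair of libraries can lie nearer 0 after such a choice even without an effect of treatment. The gap between the medians is therefore not a measure of an effect of JIB-04.

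Under vehicle, genes of fatty acid oxidation and of the respiratory chain were lower in the TAC than in the sham library. The median log2 ratio was −0.68 for fatty acid oxidation, −0.48 for oxidative phosphorylation and −0.46 for mitochondrially encoded genes, while that of glycolysis was −0.06, and 0.13 with scaling by total reads. Random lists matched on expression to the mitochondrially encoded genes had a median of −0.19, and 2.13% of them lay below that list. Calcium handling and ion channel genes had a median of −0.54 with 6 of 29 members 2-fold lower, among them the potassium channel genes Kcnj3 at −1.56 and Kcnd2 at −1.28, while Gja5, a connexin gene, was higher. Smooth muscle and pericyte markers, 7 of whose 18 listed genes stand on other lists, had a median of −0.42, with Cnn1 at −1.79 and Myh11 at −1.46. Schwann cell markers had a median of −1.09 over 7 members, with Sox10 at −1.96 and 1.60 CPM in sham vehicle, and of 0.34 at a minimum of 5 CPM. Markers of activated fibroblasts, 12 of whose 18 listed genes stand on other lists, had a median of 2.80, fibroblast markers one of 0.69 and cardiomyocyte markers one of −0.35. Random lists matched to the cardiomyocyte markers had a median of −0.19, and 9.51% of them lay below those markers. Immediate early genes stood at 1.07, heat shock genes at 0.53, cytokines and chemokines at 0.61, cytoskeletal genes at 0.35, NRF2 targets at 0.28, macrophage markers at 0.28, p53 targets at 0.26 and cell cycle genes at 0.25. The erythroid median was −0.49. Scaling by total reads, which places the median of all genes at 0.18 in this comparison, brought the medians of oxidative phosphorylation, mitochondrially encoded genes, ion channels, smooth muscle markers, cardiomyocyte markers and erythroid markers to −0.29, −0.27, −0.36, −0.23, −0.16 and −0.30, and those of cytoskeletal genes, NRF2 targets, macrophage markers, p53 targets and cell cycle genes to 0.54, 0.47, 0.46, 0.45 and 0.44. Cytokines stood at 0.26 at a minimum of 5 CPM and cell cycle genes at 0.62 with no filter.

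Further lists are given as median log2 ratios of JIB-04 over vehicle in sham, JIB-04 over vehicle in TAC and TAC over sham under vehicle. They were 0.05, 0.18 and 0.02 for clock genes, 0.08, 0.00092 and −0.04 for the unfolded protein response, −0.04, 0.04 and −0.18 for iron and heme handling, and 0.03, −0.31 and 0.22 for atrial markers. Skeletal muscle markers (5 of 12 measured) had medians of −0.20, 0.20 and −0.30, the last 2 of which turned to −1.67 and 2.90 at a minimum of 5 CPM and to −0.48 and 2.05 from reads that match no other transcript. Adipocyte markers (5 of 15) had medians of 0.07, 0.12 and −0.15. With 4 of 12 members, mesothelial markers had medians of 0.06, −0.03 and 0.47, and of −1.14, −1.53 and −0.28 from reads that match no other transcript. With 2 members each, lymphocyte markers had medians of 0.15, −0.18 and 0.40, neutrophil markers of −0.78, −0.86 and 0.29, and thymus markers of −0.08, 0.10 and −0.11. Each of these lists had at least 1 median that changed sign under an alternative, so no direction is read from them. Of 10 lung markers, 0 passed the filter. The sham medians of p53 targets, cell cycle genes, ion channel genes, cytoskeletal genes and markers of activated fibroblasts were −0.04, −0.02, −0.06, −0.02 and −0.06. For JIB-04 over vehicle in TAC and TAC over sham under vehicle, demethylases stood at 0.035 and −0.084 and H3K9 methyltransferases at 0.025 and −0.072. Both lists changed sign in both comparisons with scaling by total reads. Hypoxia targets stood at −0.043 and 0.12, and interferon response genes at 0.18 and 0.10. For JIB-04 over vehicle in TAC, glycolysis stood at −0.017, p53 targets at −0.19, erythroid markers at −0.27 and Schwann cell markers at 0.15.

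The TAC JIB-04 library lay close to the sham JIB-04 library, with 69 genes 2-fold higher and 39 lower. Such genes were not counted against the sham vehicle library. A sham library under a wrong label is argued against by a slope of 0.228 across genes of the TAC response under JIB-04 on that under vehicle, which share no library, though it was 0.108 with no filter on low values, and by a median of 0.84 for activated fibroblast markers in TAC JIB-04 over sham JIB-04. A loss alike of all cells other than cardiomyocytes is argued against by the markers of endothelial cells, smooth muscle and macrophages. Their lowest median in TAC JIB-04 over TAC vehicle was −0.074, and −0.23 with the authors' RPKM, against −2.35 for activated fibroblast markers. Fibroblast markers, left out of that test, had a median of −0.62 there, with 6 of 18 2-fold lower. Fewer fibroblasts in the TAC JIB-04 library are therefore not argued against. A smaller pressure load in the heart behind the TAC JIB-04 library cannot be told apart from an effect of JIB-04, because there is 1 library per condition and no load is given per library. From these libraries alone, an effect of JIB-04, the biological explanation that the design offers, therefore stays open as a hypothesis. The paper also reports less hypertrophy, fibrosis and fetal gene expression in TAC mice given JIB-04, from several animals per group. Those measurements were not weighed here.

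With no filter on low values, 961 genes were 2-fold different between the sham libraries, against 64 with the filter. Counting error of genes with few reads may account for much of this excess, since unchanged genes drawn from Poisson counts at these depths gave 740.4 such genes on average with no filter and 7 with it.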
